# High Ambient Temperature Regulated the Plant Systemic Response to the Beneficial Endophytic Fungus *Serendipita indica*

**DOI:** 10.3389/fpls.2022.844572

**Published:** 2022-03-16

**Authors:** Xiao-Jie Chen, Yue-Qing Yin, Xin-Meng Zhu, Xue Xia, Jia-Jia Han

**Keywords:** plant systemic response, PIF4, *Serendipita indica*, high ambient temperature, endophytic fungus

## Abstract

Most plants in nature establish symbiotic associations with endophytic fungi in soil. Beneficial endophytic fungi induce a systemic response in the aboveground parts of the host plant, thus promoting the growth and fitness of host plants. Meanwhile, temperature elevation from climate change widely affects global plant biodiversity as well as crop quality and yield. Over the past decades, great progresses have been made in the response of plants to high ambient temperature and to symbiosis with endophytic fungi. However, little is known about their synergistic effect on host plants. The endophytic fungus *Serendipita indica* colonizes the roots of a wide range of plants, including Arabidopsis. Based on the Arabidopsis-*S. indica* symbiosis experimental system, we analyzed the synergistic effect of high ambient temperature and endophytic fungal symbiosis on host plants. By transcriptome analysis, we found that DNA replication-related genes were significantly upregulated during the systemic response of Arabidopsis aboveground parts to *S. indica* colonization. Plant hormones, such as jasmonic acid (JA) and ethylene (ET), play important roles in plant growth and systemic responses. We found that high ambient temperature repressed the JA and ET signaling pathways of Arabidopsis aboveground parts during the systemic response to *S. indica* colonization in roots. Meanwhile, PIF4 is the central hub transcription factor controlling plant thermosensory growth under high ambient temperature in Arabidopsis. PIF4 is also involving JA and/or ET signaling pathway. We found that PIF4 target genes overlapped with many differentially expressed genes (DEGs) during the systemic response, and further showed that the growth promotion efficiency of *S. indica* on the *pif4* mutant was higher than that on the wild-type plants. In short, our data showed that high ambient temperature strengthened the growth promotion effect of *S. indica* fungi on the aboveground parts of the host plant Arabidopsis, and the growth promotion effect of the systemic response under high ambient temperature was regulated by PIF4.

## Introduction

Beneficial endophytic fungi in soil establish symbiotic interactions with most plants in natural ecosystems and induced a systemic response in the aboveground parts (stems, leaves, etc.) of host plants (Pieterse et al., 2014; Weiss et al., 2016). Beneficial endophytic fungi can improve host plants’ resistance to biotic and abiotic stresses, and promote the growth and fitness of host plants (Cameron et al., 2013; Pieterse et al., 2014; van der Heijden et al., 2015). *Serendipita indica* (syn. *Piriformospora indica*) is a *Sebacinales* fungus first isolated from the rhizosphere in deserts and symbiotically colonizes the roots of many plants, including Brassicaceae plants (such as the model plant *Arabidopsis thaliana*), which are known as non-host plants for ectomycorrhizae and arbuscular mycorrhizae (Verma et al., 1998; Peskan-Berghofer et al., 2004; Zuccaro et al., 2011; Qiang et al., 2012; Weiss et al., 2016). *S. indica* colonization in roots has a significant growth promotion effect on the biomass of the aboveground parts of host plants, including Arabidopsis (Peskan-Berghofer et al., 2004; Waller et al., 2005; Shahollari et al., 2007; Abdelaziz et al., 2019; Li et al., 2021). Previous studies in root endophytism and/or mycorrhizal association have mainly focused on the symbiosis signaling pathways that are necessary for the establishment of successful symbiotic relationships in plant roots (Lahrmann et al., 2015; Zipfel and Oldroyd, 2017; Rey and Jacquet, 2018), while the systemic responses of the aboveground parts of host plants are largely unknown.

For symbiotic interactions with Arabidopsis, *S. indica* endophytically colonizes root epidermal and cortex cells mainly in the meristematic zone and does not penetrate the central cylinder (Jacobs et al., 2011). The growth promotion effect of *S. indica* is due to the regulation of nutrients (phosphate, nitrate, etc.) uptake (Sherameti et al., 2005; Yadav et al., 2010; Bakshi et al., 2017; Prasad et al., 2019) and hormone [auxin, jasmonic acid (JA), salicylic acid (SA), etc.] homeostasis or signal transduction in host plants (Vadassery et al., 2008; Camehl et al., 2010; Jacobs et al., 2011; Hilbert et al., 2012; Lahrmann et al., 2015; Peskan-Berghofer et al., 2015). *S. indica* also enhances the resistance of host plants to biotic stress (Waller et al., 2005; Sun et al., 2014: Ye et al., 2019; Li et al., 2021) and abiotic stress conditions, such as drought (Sherameti et al., 2008), salt stress (Jogawat et al., 2013, 2016; Abdelaziz et al., 2017, 2019; Lanza et al., 2019; Luo et al., 2021) and cold stress (Jiang et al., 2020, 2021). Thus, Arabidopsis-*S. indica* symbiosis represents a model system in studying host plant–beneficial microbe interactions at the molecular level (Peskan-Berghofer et al., 2004). In the context of global warming, temperature elevation has become a major environmental factor affecting plant growth and development. However, it is unclear how high ambient temperature affects plant growth and development in the context of fungal symbiosis.

Exposure to high ambient temperature results in plant development changes termed thermomorphogenesis, which is characterized by hypocotyl elongation and petiole elongation in Arabidopsis (Koini et al., 2009; Quint et al., 2016). In Arabidopsis, high ambient temperature (greater than 22°C, approximately 28°C) is perceived by several thermosensors (Chen et al., 2021; Zhang et al., 2021). In response to high ambient temperature, phytochrome B (phyB) and/or EARLY FLOWERING3 (ELF3), which are major thermosensors in Arabidopsis, relieved their inhibitory effects on the temperature signal transduction component PHYTOCHROME INTERCTING FACTOR 4 (PIF4) (Jung et al., 2016, 2020; Legris et al., 2016; Zhang et al., 2021). PIF4 is the central hub transcription factor controlling thermosensory growth and development in Arabidopsis (Zhang et al., 2021). When Arabidopsis plants shift to high ambient temperature, PIF4 binds to the promoter regions of downstream thermoresponsive target genes and upregulates their expression. These genes are mainly involved in cell elongation, as well as plant hormone biosynthesis and response (Sun et al., 2012; Nieto et al., 2015; Gangappa and Kumar, 2017; Zhang et al., 2021). Meanwhile, PIF4 negatively regulates plant immunity and coordinates thermosensory growth and immunity (Gangappa et al., 2017). PIF4 also regulates JA and ethylene (ET) signaling pathways (Yamashino et al., 2013; Zhang et al., 2018; Xiang et al., 2020). Plant hormones (JA, ET, etc.) play an important role in plant systemic responses (Pieterse et al., 2014), but it is unclear whether PIF4 is involved.

In this study, we performed the cocultivation of *S. indica* with Arabidopsis under different temperatures (22, 25, and 28°C) and found that high ambient temperature enhanced the growth promotion effect of *S. indica* on Arabidopsis aboveground parts. By transcriptome analysis of the systemic response of the host plant Arabidopsis, we comprehensively analyzed the differentially expressed genes (DEGs) between fungal symbiotic and non-symbiotic plants at normal (22°C) and high ambient temperatures (25 and 28°C). We found that DNA replication-related genes were significantly upregulated during the systemic response of Arabidopsis aboveground parts to *S. indica* colonization. High ambient temperatures decreased the number of upregulated DEGs involving the JA and/or ET pathways, which implied repression of the JA and/or ET signaling pathways during the systemic response. Meanwhile, we also found that many DEGs overlapped with PIF4 target genes, and the growth promotion efficiency of *S. indica* on the *pif4* mutant was higher than that on wild-type (WT) plants at warm temperatures (28°C).

## Materials and Methods

### Co-cultivation of Arabidopsis Plant and *Serendipita indica* Fungus

Wild-type plant is *A. thaliana* Col-0 ecotype, and Arabidopsis *pif4* loss-of-function mutant is *pif4-101* (Wang et al., 2018). Arabidopsis was grown on half-strength MS medium with 1.2% sucrose (1/2 MS). The seeds were stratified at 4°C for 3 days and then first grown at 22°C under short-day growth condition (12:12 h, day:night photoperiod, 7000 LX light) in growth chambers. *Serendipita indica* (syn. *P. indica*, DSM11827) fungus were grown and conserved in PDA medium (200 g L^–1^ potato, 20 g L^–1^ dextrose, and 20 g L^–1^ agar). For cocultivation with *S. indica*, 9-day-old Arabidopsis seedlings were inoculated with *S. indica* in PNM medium plates (Johnson et al., 2011). *S. indica*-incubated (Si) and control (CK) samples were grown at 22, 25, or 28°C under short-day growth condition. The statistics of fresh weight were performed on 7 and 14 days post inoculation (dpi). Fresh weights of each seedling were the average weight of at least ten seedlings, which grew in the same plate. The mean and standard error statistics of fresh weights included at least three biological replicates for each sample. Significance analysis of differences were performed by *t*-test.

### Transcriptome and Reverse Transcription-Quantitative PCR Analysis

The aboveground parts of *S. indica*-inoculated Arabidopsis at 7 dpi were harvested for transcriptome and reverse transcription-quantitative PCR (RT-qPCR) analysis. Total RNA extracted from Si and CK samples grown at 22, 25, or 28°C was used for sequencing with the NovaSeq 6000 sequencer by Majorbio (Shanghai, China). The clean reads were mapped to the *A. thaliana* TAIR10 database. Bioinformatics analyses of the transcriptome were performed using the online platform of Majorbio Cloud Platform^1^ and jvenn Venn diagram viewer (Bardou et al., 2014). Briefly, to identify DEGs between different samples, the expression level of each transcript was calculated according to the transcripts per million reads (TPM) method. RSEM was used to quantify gene abundances. Differential expression analysis was performed using the DESeq2 with *Q*-value ≤ 0.05, DEGs with | log2FC| > 1 and *Q*-value ≤ 0.05 were considered to be significantly differential expression genes (DEGs). Clusters of orthologous groups (COG) functional annotation of DEGs was obtained from eggNOG database. Gene Ontology (GO) functional enrichment analysis of DEGs were carried out by Goatools. For RT-qPCR, the total RNA of Si or CK samples were extracted with TRNzol Universal Reagent (DP424, TIANGEN, China). First-stand cDNA synthesis and qPCR were performed by using One-Step gDNA Removal and cDNA Synthesis SuperMix kit (AT311, TransGen, China) and SuperReal PreMix Plus (SYBR Green) kit (FP205, TIANGEN, China), respectively. The expression of *AtUBQ5* was used as an internal control (Nizam et al., 2019). All the primers are listed in Supplementary Table 4.

## Results

### The Growth Promotion Effect of *Serendipita indica* on Arabidopsis Are Enhanced by High Ambient Temperature

*Serendipita indica* colonization in roots has a significant growth promotion effect on Arabidopsis aboveground parts, but it is not known whether it is affected by high ambient temperature. We analyzed the growth promotion effect of *S. indica* on Arabidopsis plants at normal temperature (22°C) and high ambient temperatures (25 and 28°C). The fresh weights of aboveground parts of Arabidopsis inoculated with *S. indica* (Si) were significantly higher than that of control (CK) at different temperatures (Figure 1). Meanwhile, the fresh weight of the symbiotic plants grown under high ambient temperatures (25 and 28°C) were significantly higher than that under normal growth temperature (22°C) at 7 or 14 dpi (Figure 1). High ambient temperatures have significantly increased the fresh weight of the aboveground parts of Arabidopsis at 7 dpi (Figure 1A). Meanwhile, the fungal colonization rates at 7 dpi have no remarkable differences under different temperatures (Supplementary Figure 1A). In short, these results indicated that high ambient temperature enhanced the growth promotion effect of *S. indica* fungi on the aboveground parts of the host plant Arabidopsis.

**FIGURE 1:**
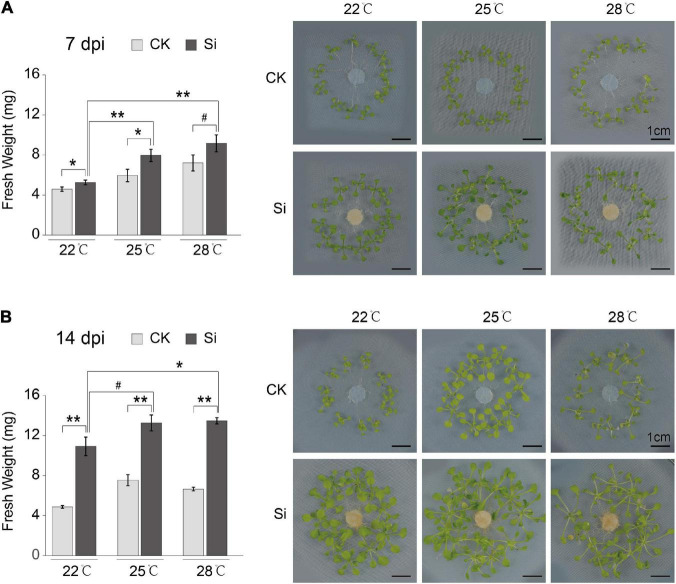
High ambient temperature strengthened the growth promotion effect of *S. indica* on Arabidopsis. *Arabidopsis thaliana* col-0 WT plants were cocultured with the endophytic fungus *S. indica* at different temperatures. *S. indica* significantly promoted the growth of Arabidopsis seedlings at 22, 25, and 28°C. The photos showed the control (CK) and *S. indica* cocultivated (Si) seedlings at the 7 days post inoculation (dpi) **(A)** and 14 dpi **(B)**. Fresh weights of seedling aboveground parts at 25 and 28°C were heavier than that at 22°C, which suggested that the growth promotion effect of *S. indica* was enhanced by elevated ambient temperature. Error bars indicate SE (*n* ≥ 3). Significance analysis of differences between CK and Si samples were performed by *t*-test (**P < 0.01; *P < 0.05; ^#^*P* < 0.1).

### Systemic Response of Arabidopsis to *Serendipita indica* Colonization Under High Ambient Temperature

*Serendipita indica* colonization in Arabidopsis roots has several typical phases: the early biotrophic phase at about 3 dpi, the late biotrophic phase at about 7 dpi and the late saprotrophic phase at about 14 dpi (Zuccaro et al., 2011; Lahrmann et al., 2013, 2015). The intracellular colonization of *S. indica* were well established at 7 dpi (Lahrmann et al., 2015). To understand the mechanism underlying the *S. indica*-induced plant growth-promoting effect, we attempt to compare transcriptional changes in the aboveground parts of the host plant Arabidopsis. In our experimental system, *S. indica* also well colonized Arabidopsis roots and had significant growth promoting effects at 7 dpi (Figure 1A and Supplementary Figure 1A). Thus, we harvested the aboveground parts of Arabidopsis seedlings at 7 dpi under different temperatures for subsequent transcriptome analysis (Figure 2A). 

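Total RNA of the aboveground parts of Col-0 seedlings was sequenced for 6 groups, Si and CK plants at 22, 25, and 28°C, with 3 samples per group and 18 samples in all. The seedlings were 9 days old when they were inoculated in PNM plates, a cocultivation medium, and were harvested at 7 dpi. For all samples together the authors deposited 1 table with the TPM, the paper's unit of expression, of 33039 genes, rounded to 2 decimals. Of these genes, 206 carry identifiers of newly assembled transcripts. According to the paper, clean reads were mapped to TAIR10 and gene abundances were quantified with RSEM. The protocol given with the samples names SeqPrep, Sickle, HISAT2, and StringTie instead, and the versions of these tools are not given in the sources used here. TPM divides the reads of a gene by its length and by the total of its sample, so that every sample has the same sum. The number of reads behind a value, and with it the depth of each sample, is therefore unknown, and no counting interval can be given. The precision of a value rests on the spread between the 3 replicates. Between 17531 and 19509 genes per sample had at least 1 TPM, with medians of 17596, 17871, and 18510 genes in CK and 18591, 18862, and 19331 genes in Si at 22, 25, and 28°C. Across genes, which are not independent replicates, log2 values of replicates of 1 group had Pearson correlations between 0.975 and 0.984. The values were used as log2(TPM + 1), a scale that understates the change of genes with low TPM, for the 20044 genes with at least 1 TPM in at least 3 samples. limma was fitted to the 6 group means with 12 residual degrees of freedom, and p was adjusted by the Benjamini-Hochberg method. A gene is called a DEG here when its adjusted p was at most 0.05 and its absolute log2 fold change above 1, the thresholds of the paper. The paper applied them to DESeq2, which needs read counts, and the table holds none.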

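A PCA of the log2 values of these genes, centred by gene, gave a first principal component with 52.1% of the variance and a second with 11.9%. On the first component, CK plants had mean scores of -60.5 ± 7.75, -52.1 ± 6.36, and -18.4 ± 4.32 (SD, n = 3 each) at 22, 25, and 28°C. Si plants had 18.9 ± 4.00, 44.4 ± 1.17, and 67.7 ± 1.34, so that each Si sample lay above each CK sample. The second component ordered the samples by temperature within each treatment. Its mean scores were -14.4 ± 4.45, 7.85 ± 4.87, and 33.2 ± 2.90 in CK and -36.5 ± 3.46, -7.81 ± 2.53, and 17.6 ± 1.88 in Si. With each sample left out in turn, the shares stayed between 50.4 and 54.4% and between 10.9 and 12.6%. A pseudocount of 0.1 moved the first share most, to 40.9%.

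**Figure D1:**
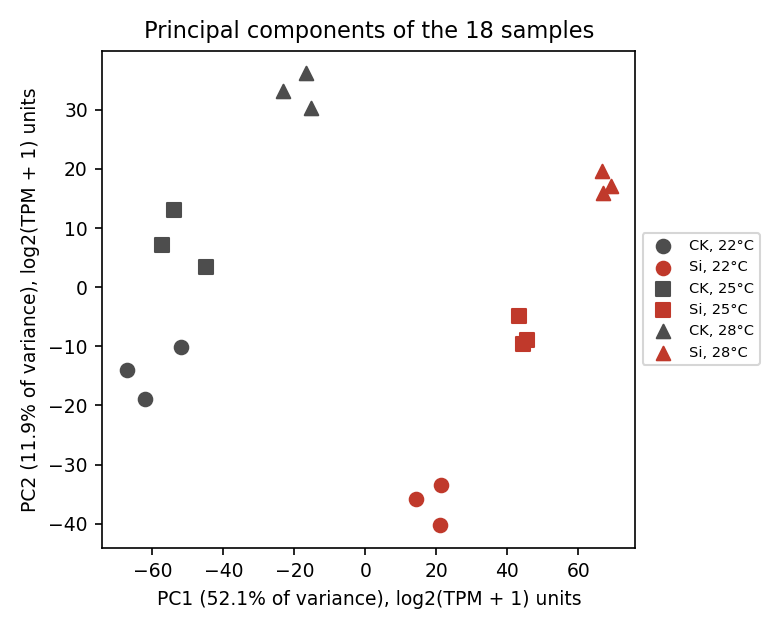
Scores of the 18 samples on the first principal component (horizontal axis, 52.1% of the variance) and the second (vertical axis, 11.9%). Each sample is 1 point, colored by treatment and shaped by temperature. The 9 Si samples lie to the right of the 9 CK samples.

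Of the 3663 genes called between Si and CK at 1 or more temperatures, 765 were called at 22, 25, and 28°C alike. Among these, 622 were upregulated and 141 downregulated at each temperature, and 2 were called in different directions. Another 1046 genes were called at 2 temperatures. The remaining 1852 genes were called at a single temperature, 519 at 22°C, 792 at 25°C, and 541 at 28°C. A call at a single temperature does not by itself show a difference between temperatures. Of the 519 genes, 308 had an interaction with an adjusted p of at most 0.05 in limma at 25 or 28°C relative to 22°C. For the others only the interaction of their own temperature with 22°C was counted, which passed for 187 of the 792 genes and 241 of the 541 genes, so that these counts are not comparable with the first. Without the threshold on the fold change, 7359 genes were called at all 3 temperatures, which moved this count most.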

We compared the DEGs between *S. indica* incubated- and sterile cultured-samples at 22, 25, and 28°C separately, and found that a large part of the DEGs (that is, 981) were commonly regulated at different temperatures (Figures 2A,B). 

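At 22°C, 1603 genes were upregulated and 268 downregulated in Si relative to CK plants, so that 85.7% of the DEGs were upregulated. The same comparison gave 1891 and 540 genes at 25°C (77.8% upregulated) and 1593 and 344 genes at 28°C (82.2%). Of all choices, the threshold on the fold change moved these counts most, and without it 9507 and 2138, 9580 and 2698, and 8721 and 2384 genes had an adjusted p of at most 0.05 in limma. The balance of both directions depended on the scaling between samples. The median log2 fold change of all genes tested was 0.26, 0.26, and 0.22 at 22, 25, and 28°C, with a median standard error of 0.11. Median-of-ratios factors, which ran from 0.816 to 0.870 in CK at 22°C and from 1.17 to 1.21 in Si at 28°C, brought these medians to 0.0097, 0.0061, and 0.0026. With samples rescaled by them, 988 genes were upregulated and 501 downregulated at 22°C (66.4% upregulated), 1150 and 832 at 25°C (58.0%), and 1046 and 526 at 28°C (66.5%). All downregulated genes called without rescaling remained called. After quantile normalization, the counts were 785 and 475 (62.3%), 954 and 821 (53.7%), and 905 and 591 (60.5%). The 200 genes with the highest mean TPM in CK held 39.4 ± 0.292, 37.7 ± 0.79, and 34.6 ± 0.911% of the TPM in CK (SD, n = 3 each) and 31.8 ± 0.368, 29.8 ± 0.417, and 26.0 ± 0.43% in Si.

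**Figure D2:**
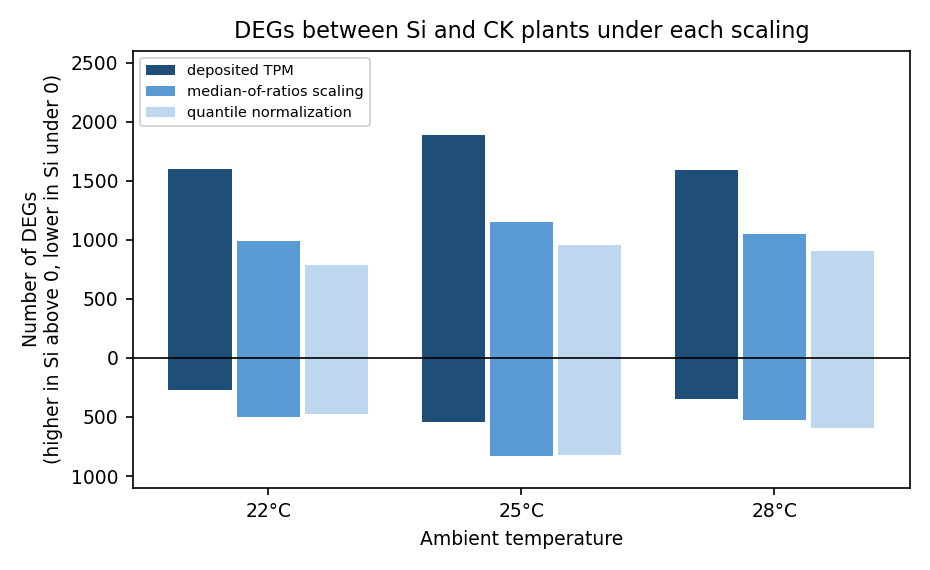
Number of upregulated DEGs (above 0) and downregulated DEGs (below 0) between Si and CK plants at 22, 25, and 28°C, for the TPM as deposited, after median-of-ratios scaling, and after quantile normalization. At 22°C, the bars reach 1603, 988, and 785 upregulated DEGs.

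The largest changes were read among the DEGs whose 3 Si values all lay on one side of the 3 CK values, a separation that 10% of unchanged genes would show by chance. At 22°C, JAZ7 (AT2G34600) rose by 4.24 on the log2 scale (adjusted p = 0.0016 in limma), while AT1G19530 fell by 5.12 and MIOX4 (AT4G26260) fell by 4.62. At 25°C, AT4G29030 rose by 4.38 and GSTU20 (AT1G78370) by 4.22. The largest fall at 25 and 28°C among genes not listed at 0 was that of ASN1 (AT3G47340), from 1979 to 13.8 TPM and from 1006 to 20.0 TPM, with log2 fold changes of -7.09 and -5.58. GAT1_2.1 (AT1G15040) changed by -6.18 and -5.02, and UMAMIT33 (AT4G28040) fell by 4.82 at 28°C. CYP82C2 (AT4G31970) and AT2G43620 rose by 5.50 and 4.86 at 28°C. The genes AT1G07901, AT2G12461, AT5G14560, AT2G04955, and AT4G06255 also met this rule, but they are shorter than 200 bases and are listed at 0 in all samples of at least 1 group, so that no fold is given. AT2G08665, which met it at 25°C, lies on the opposite strand of LHB1B2, and reads of these overlapping genes could be shared.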

Under each temperature condition, the number of upregulated DEGs (1,601 approximately 72% at 22°C, 1,997 approximately 65.8% at 25°C, and 1,774 approximately 71% at 28°C) was greater than that of downregulated DEGs (624 approximately 28% at 22°C, 1,038 approximately 34.2% at 25°C, and 723 approximately 29% at 28°C) (Figure 2C and Supplementary Table 1). Then, we analyzed the upregulated and downregulated DEGs. 

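The files hold no GO annotation, so DNA replication was read from 2 lists of genes instead. The list for the pre-replicative complex has 20 genes that encode the MCM and ORC subunits, CDC6, CDT1, MCM10, CDC45, and ETG1, and 19 of them passed the filter on low TPM. Its median log2 fold change between Si and CK was 0.86 at 22°C, 1.19 at 25°C, and 0.91 at 28°C, and 17, 19, and 19 of the 19 genes rose. The adjusted p from limma's fry test of gene lists was 7.2e-08, 3.1e-09, and 2.9e-08. Upregulated DEGs numbered 8, 13, and 8 of the 19 genes, and likewise 8, 13, and 8 when adjusted over the list alone. A pseudocount of 0.1 raised these counts to 15 and 16 at 22 and 28°C, and quantile normalization lowered them most. After quantile normalization, the medians were 0.52, 0.79, and 0.51, and 1, 7, and 2 genes passed both thresholds, while the largest adjusted p over all alternatives was 0.0107, 2.0e-04, and 9.2e-04. The largest changes at 25°C were those of MCM2, MCM5 (AT2G07690), with log2 fold changes of 1.32, 1.91, and 1.297 at 22, 25, and 28°C, and MCM7 (PRL, AT4G02060), with 1.20, 1.85, and 1.27. At 22°C, both fell below a log2 fold change of 1 after quantile normalization, with 0.87 and 0.76. The second list has 11 genes of the replication fork, such as DNA polymerases and ribonucleotide reductase, of which 10 passed the filter. Its medians were 0.67, 0.97, and 0.62 (adjusted p = 2.2e-07, 2.9e-08, and 1.3e-06 in fry), with 3, 4, and 2 upregulated DEGs, also when adjusted over the list alone. The largest changes at 25°C were those of PCNA1 (AT1G07370), RNR1 (AT2G21790), and ICU2 (AT5G67100), with 2.64, 1.65, and 1.38.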

GO analysis of upregulated DEGs showed that GO terms of “DNA replication origin binding,” “pre-replicative complex assembly involved in cell cycle DNA replication,” and “DNA replication initiation” were enriched (Figure 2D and Supplementary Figure 2), and upregulated DEGs in these DNA replication-related GO terms were closely related to promoting the cell cycle and growth. For the downregulated DEGs, photosynthesis-related GO terms, such as “photosynthesis, light harvesting in photosystem I,” etc. (Supplementary Figure 2), were enriched. Meanwhile, COG analysis also showed that there were many more upregulated DEGs than downregulated DEGs in the COG classifications of “Cell cycle control, cell division, chromosome partitioning” and “Replication, recombination and repair” (Figure 3 and Supplementary Table 2). In the COG classification of “Replication, recombination and repair,” the number of upregulated DEGs at high ambient temperature (44 at 25°C and 36 at 28°C) was greater than that at normal temperature (27 at 22°C) (Supplementary Table 2). Meanwhile, RT-qPCR analysis further confirmed that, compared with *S. indica* colonized seedlings grown under normal temperature (22°C), the gene expression of key DNA replication proteins, including MCM2, MCM4, and ORC2 (Collinge et al., 2004; Diaz-Trivino et al., 2005; Shultz et al., 2009), was more increased at high ambient temperature (28°C) (Figure 2E). Collectively, these data suggested that DNA replication-related pathways in the aboveground parts of host plants are activated by *S. indica* colonization, especially under high ambient temperature. These data supported the results in Figure 1 that high ambient temperature enhanced the growth-promoting effect of *S. indica* on the aboveground parts of Arabidopsis.

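In the RNA-seq samples, MCM2 (AT1G44900, TAIR10.1 chromosome 1 from 16970214 to 16974753) had 1.55 ± 0.499 TPM in CK and 4.98 ± 0.777 TPM in Si at 22°C (SD, n = 3 each, as for the values that follow). It had 1.31 ± 0.162 and 7.83 ± 1.07 TPM at 25°C and 2.78 ± 0.492 and 8.71 ± 0.612 TPM at 28°C. The log2 fold changes were 1.24, 1.93, and 1.37, with a standard error of 0.148 and adjusted p of 5.6e-06, 4.2e-08, and 2.5e-06 in limma. MCM4 (AT2G16440, chromosome 2 from 7126279 to 7130729) had 2.25 ± 0.221 and 5.41 ± 0.747 TPM at 22°C, 2.09 ± 0.312 and 7.00 ± 0.365 TPM at 25°C, and 3.28 ± 0.387 and 8.42 ± 0.19 TPM at 28°C. Its log2 fold changes were 0.98, 1.38, and 1.14, and it passed 1 at 22°C without CK replicate 1 (1.03) or Si replicate 2 (1.07). ORC2 (AT2G37560, chromosome 2 from 15758601 to 15761262) had 0.257 ± 0.122 and 1.07 ± 0.28 TPM at 22°C, 0.31 ± 0.191 and 2.06 ± 0.238 TPM at 25°C, and 0.577 ± 0.0961 and 1.96 ± 0.106 TPM at 28°C. At such low TPM the pseudocount shrinks the fold change, which was 0.71, 1.23, and 0.91 on the log2 scale here and 1.74 and 1.61 at 22 and 28°C with a pseudocount of 0.1. 

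**Figure D3:**
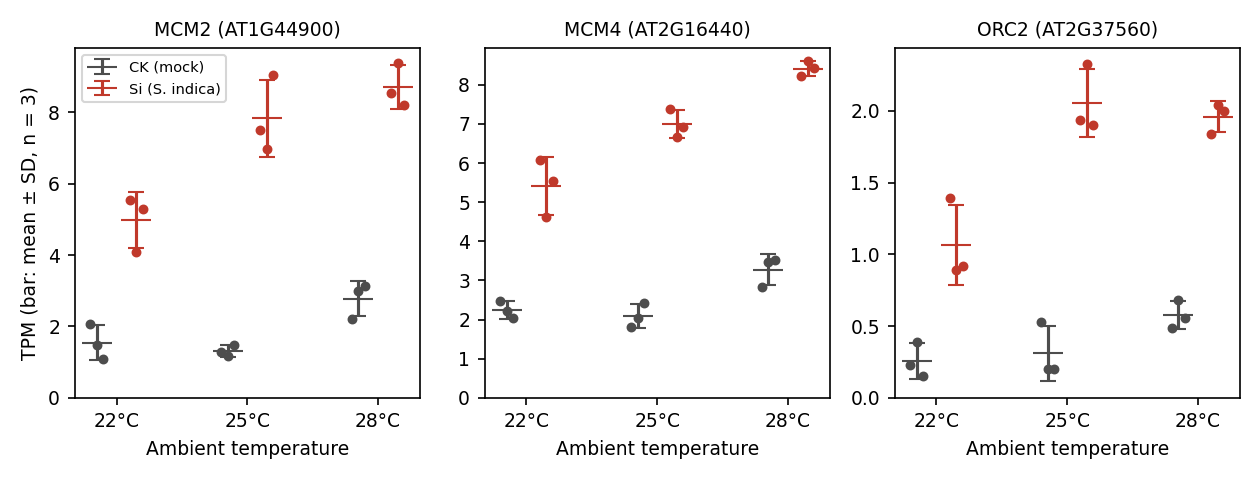
TPM of MCM2, MCM4, and ORC2 in CK and Si plants at 22, 25, and 28°C. Points are the 3 samples of a group, and bars show the mean and SD; at each temperature, the Si samples of all 3 genes lie above the CK samples.

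Whether the effect of S. indica itself grew with temperature was tested as an interaction. For MCM2, the log2 fold change was larger by 0.69 at 25°C than at 22°C (adjusted p = 0.0502 in limma), and by 0.13 at 28°C (adjusted p = 0.73). The first of these passed 0.05 without CK replicate 3 at 22°C (0.0197), CK replicate 1 at 28°C (0.0436), or Si replicate 1 at 22°C (0.0449), and the second had the opposite sign, -0.018, without CK replicate 1 at 22°C. The interactions of MCM4 and ORC2 had adjusted p of 0.10 and 0.11 at 25°C and of 0.49 and 0.55 at 28°C. The RT-qPCR sentence of the paper compares Si seedlings at 28°C with those at 22°C, which is another contrast. Within Si, MCM2, MCM4, and ORC2 rose by 0.71, 0.56, and 0.53 (adjusted p = 0.0012, 5.0e-04, and 0.0061 in limma). Within CK, they rose by 0.58, 0.40, and 0.33 (adjusted p = 0.0048, 0.0061, and 0.064 in limma). Both are for the TPM as deposited. For the list of the pre-replicative complex, the median interaction was 0.44 at 25°C (adjusted p = 5.7e-04 in fry, range over the alternatives 1.6e-05 to 0.0022), with 19 of 19 genes above 0, of which 2 passed 0.05 over all genes tested and 9 when adjusted over the list alone. At 28°C, it was 0.12 (adjusted p = 0.34, 0.147 to 0.934 over the alternatives), with 13 of 19 genes above 0 and 1 gene passing 0.05, and without Si replicate 2 at 28°C it was -0.002. For the replication fork the medians were 0.22 (adjusted p = 0.032) and -0.18 (adjusted p = 0.23). The first of these passed 0.05 only just, and it had an adjusted p between 0.0501 and 0.0732 in 8 of the removals of single samples: CK replicate 1 or Si replicate 1, 2, or 3 at 22°C, and CK replicate 1 or 2 or Si replicate 1 or 3 at 25°C. Whether temperature alone raised the list of the pre-replicative complex depended on the scaling. Its median log2 fold change between 28 and 22°C was 0.38 in CK (adjusted p = 2.7e-04) and 0.44 in Si (adjusted p = 2.7e-05) for the TPM as deposited, and 0.078 (adjusted p = 0.78) and 0.156 (adjusted p = 0.074) after quantile normalization. Median-of-ratios scaling gave 0.27 in both (adjusted p = 0.0127 and 0.0016). The means of its log2 values in CK were 1.39 ± 0.0646, 1.249 ± 0.0424, and 1.69 ± 0.0948, and in Si they were 2.17 ± 0.0539, 2.46 ± 0.0443, and 2.59 ± 0.0973. From the enriched GO terms, the COG numbers, and the RT-qPCR of MCM2, MCM4, and ORC2, the paper proposes that S. indica activates DNA replication-related pathways in the aboveground parts, especially under high ambient temperature.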

**FIGURE 2:**
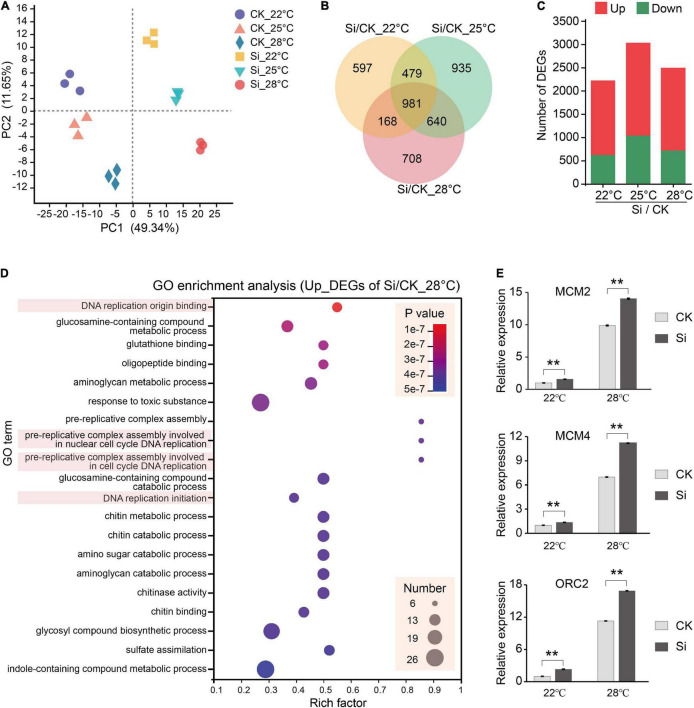
Transcriptome analysis of the symbiotic response of Arabidopsis at different temperatures. Arabidopsis seedlings incubated with *S. indica* were grown for 7 days at 22, 25, and 28°C, and the seedling aerial parts were harvested for subsequent RNA-seq and RT-qPCR analysis. **(A)** Principle component analysis (PCA) of Arabidopsis transcriptome samples. **(B)** Venn diagrams showing the number of common and specific differentially expressed genes (DEGs) between *S. indica*-incubated (Si) and control (CK) samples at 22, 25, and 28°C. **(C)** The number of DEGs upregulated or downregulated during *S. indica* colonization at different temperatures. **(D)** Gene Ontology (GO) enrichment analysis of the upregulated DEGs at 28°C, which showed that DNA replication-related genes were highly enriched. GO enrichment analysis of other DEGs is shown in Supplementary Figure 2. **(E)** The expression of the DNA replication-related genes MCM2, MCM4, and ORC2 was detected by RT-qPCR. Error bars indicate SE (*n* = 4). Significance analysis of differences were performed by *t*-test (**P < 0.01).

**FIGURE 3:**
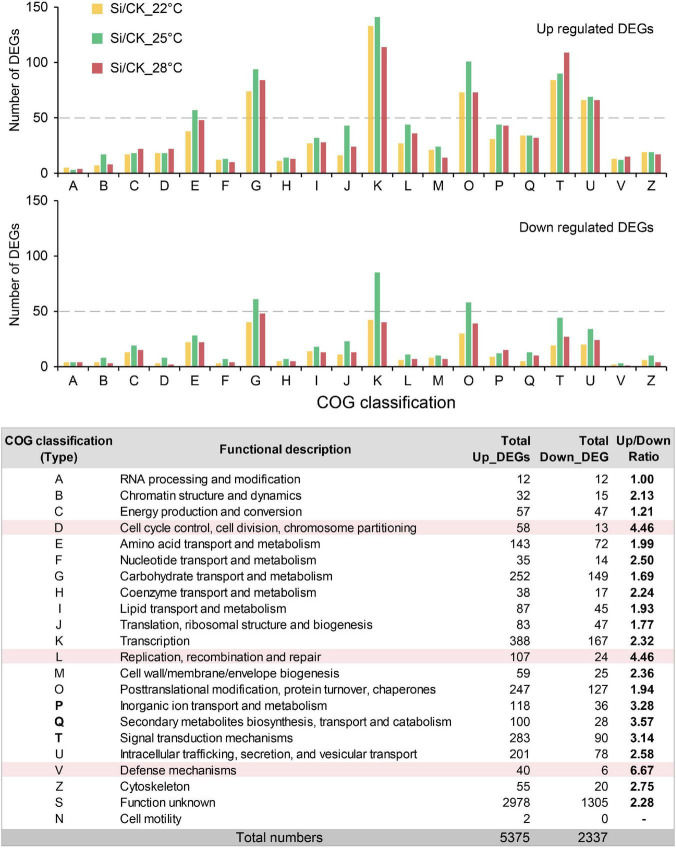
Clusters of orthologous groups (COG) analysis of DEGs during *S. indica* colonization at different temperatures. COG of proteins analysis showed that there were more upregulated DEGs than downregulated DEGs in nearly each COG classification. The ratio of upregulated DEGs to downregulated DEGs was highest in the D, L, and V types, which were related to the cell cycle and division, DNA replication and defense response. The number of DEGs in the COG classification at each temperature is shown in Supplementary Table 2.

### High Ambient Temperatures Repressed the Jasmonic Acid and Ethylene Signaling Pathways During the Plant Systemic Response

In addition to regulating plant growth, high ambient temperature also strongly suppresses defense responses (Alcazar and Parker, 2011). Plant hormones, such as SA, JA, and ET, play important roles in the induced systemic defense responses of plants (Pieterse et al., 2014). JA and ET also involved in the Arabidopsis-*S. indica* interaction (Stein et al., 2008; Camehl et al., 2010; Lahrmann et al., 2015). 

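Signaling by JA and ET was read from 3 lists of genes, since the genes behind the GO terms are not given. The JA list has 29 genes for JA synthesis, signaling, and response, of which 27 passed the filter on low TPM. At 22°C, 18 of them were upregulated DEGs and 0 were downregulated, and 24 of 27 rose, with a median log2 fold change of 1.498 (adjusted p = 2.4e-04 in fry). The 3 genes with the largest changes were JAZ7, MYC2 (AT1G32640), with a log2 fold change of 3.24, and CYP94C1 (AT2G27690), with 2.92. At 25 and 28°C, 1 gene of this list each was downregulated. These were JAZ3 (AT3G17860), with -1.07 at 25°C, and VSP2 (AT5G24770), with -1.35 at 28°C (adjusted p = 5.1e-04 and 0.0253 in limma), both named here after their values were seen. JAZ3 no longer passed the threshold on the fold change without Si replicate 1 at 25°C (-0.97). VSP2 no longer passed the threshold on the adjusted p without CK replicate 2 (0.129), CK replicate 3 (0.0892), or Si replicate 1 (0.135) at 28°C. In the list of 24 genes for ET synthesis and signaling, 6 genes were upregulated DEGs and 0 downregulated at 22°C, where the median was 0.45 (adjusted p = 7.6e-04 in fry) and 19 of 24 genes rose. Median-of-ratios scaling moved this median most, to 0.20 (adjusted p = 0.23), and over its alternatives the adjusted p ran from 3.8e-04 to 0.761. ERF2 (AT5G47220) led the list with 3.09, before ACS6 (AT4G11280) with 3.02 and ERF6 (AT4G17490) with 2.54. At 25°C, ACS7 (AT4G26200), which was also named after its value was seen, was downregulated with -1.05 (adjusted p = 0.0073 in limma), and it had -0.85 without CK replicate 3 and -0.77 without Si replicate 1 at 25°C. The third list has 8 genes that JA and ET induce together. In it, 7, 7, and 6 genes were upregulated at 22, 25, and 28°C, the same when adjusted over the list alone, and 0 were downregulated. The paralogs PDF1.2 (AT5G44420) and PDF1.2c (AT5G44430), which could share reads, rose by 3.92 and 3.93 on the log2 scale at 22°C. ERF1 (AT3G23240) changed by 0.67, -0.27, and 0.52 and was no DEG at any temperature, and at 25°C its sign changed without CK replicate 3 (0.195).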

Here, our transcriptome analysis showed that DEGs involved in the JA and ET pathways were all upregulated DEGs. 

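The number of upregulated DEGs in the JA list was 18 of 27 at 22°C, 3 at 25°C, and 4 at 28°C, and 18, 2, and 4 when adjusted over the list alone. The median log2 fold change fell to 0.27 at 25°C (18 of 27 genes rising, adjusted p = 0.126 in fry) and 0.34 at 28°C (21 of 27 genes rising, adjusted p = 0.090). The adjusted p at 28°C was 0.0287 in fry when the replicate number was fitted as a block. Samples that share a number are not stated to share anything else. With median-of-ratios scaling, the median at 25°C was -0.004, and over the alternatives the adjusted p at 25°C ran from 0.0375 to 0.717. The lower end was reached without Si replicate 1 at 25°C, where the median was 0.446. A test of the means of the list per sample, an exact permutation test, gave p = 0.1, 0.6, and 0.5, where 0.1 is the smallest p that 3 samples against 3 allow. The difference between temperatures was again tested as an interaction. Relative to 22°C, the effect of S. indica on the JA list was lower by a median of -0.95 at 25°C (adjusted p = 0.032 in fry, 23 of 27 genes lower) and -1.18 at 28°C (adjusted p = 0.038, 22 of 27 genes lower). Single genes passed 0.05 in 8 cases at 25°C, all lower, and in 13 cases at 28°C, 12 lower and 1 higher. When adjusted over the list alone, 13 genes were lower and 1 higher at 25°C, and 15 were lower and 1 higher at 28°C. With the replicate number fitted as a block, the adjusted p of the list interaction at 28°C was 0.0027 in fry. Without the block, the list results depended on single samples. The adjusted p at 28°C rose above 0.05 in 10 of 18 removals: without CK replicate 2 (0.0846) or 3 (0.0642) or Si replicate 2 (0.0836) or 3 (0.0767) at 22°C, CK replicate 2 (0.0516) or Si replicate 2 (0.0524) at 25°C, and CK replicate 2 (0.0741) or 3 (0.0942) or Si replicate 1 (0.0979) or 2 (0.0675) at 28°C. At 25°C it did so in 6 removals: CK replicate 2 (0.0721) or 3 (0.0550) or Si replicate 2 (0.0805) or 3 (0.0644) at 22°C, and CK replicate 3 (0.0733) or Si replicate 1 (0.0745) at 25°C. The median stayed below 0 in each removal, between -1.31 and -0.789 at 25°C and between -1.49 and -0.885 at 28°C.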

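In the ET list, upregulated DEGs numbered 6 of 24 at 22°C, 1 at 25°C, and 3 at 28°C, also when adjusted over the list alone. At 25°C the count was 2 without CK replicate 1 or 3 or Si replicate 1 or 3, and at 28°C it was 1 without CK replicate 1. The median was 0.02 at 25°C (adjusted p = 0.48), where it was -0.100 without CK replicate 1 and -0.106 without Si replicate 3 at 25°C. Median-of-ratios scaling lowered it to -0.232 (adjusted p = 0.0201 in fry, downward), and quantile normalization to -0.229 (adjusted p = 0.24). At 28°C, the median was 0.29 (adjusted p = 0.0019). It was 0.051 there after median-of-ratios scaling (adjusted p = 0.26), and its adjusted p ran from 0.0010 to 0.717 over the alternatives. The interaction was -0.26 at 25°C (adjusted p = 0.024, 20 of 24 genes lower), with an adjusted p above 0.05 without CK replicate 2 (0.0574) or Si replicate 1 (0.0641) at 22°C or CK replicate 3 at 25°C (0.0518). At 28°C it was -0.09 (adjusted p = 0.78), and 0.050 without CK replicate 2 at 22°C. The list of genes that JA and ET induce together had medians of 1.88, 1.71, and 1.85 (adjusted p = 1.1e-05, 3.8e-05, and 1.5e-05), and its interactions had adjusted p of 0.51 and 0.86. Within it, HCHIB (AT3G12500) rose more at 25 and 28°C than at 22°C, by 1.54 and 2.08 (adjusted p = 0.020 and 0.0021 in limma). The former no longer passed without CK replicate 2 at 22°C or at 25°C. At each of these temperatures, 1 other gene of the list had an interaction below 0 that passed 0.05. For SA, 20 of 24 listed genes passed the filter. Their upregulated DEGs numbered 5 at 22°C, 4 at 25°C, and 13 at 28°C, the same numbers when adjusted over the list alone, and the first count was 3 without CK replicate 3 at 22°C. The medians were 0.60, 0.53, and 1.15 (adjusted p = 3.8e-05, 1.6e-04, and 1.3e-06 in fry), with 19, 16, and 20 of 20 genes rising. Median-of-ratios scaling lowered these medians to 0.41, 0.40, and 0.92. After quantile normalization, they were 0.20, 0.17, and 0.80 (adjusted p = 0.0034, 0.017, and 1.8e-05 in fry). The largest adjusted p over all alternatives was 0.129, 0.449, and 0.0026. PR5 (AT1G75040) rose by 1.36, 2.43, and 1.88, NIMIN-2 (AT3G25882) by 0.60, 1.18, and 2.19, and EDS5 (AT4G39030) by 1.76, 1.79, and 2.13. At 22°C, PR5 rose by 0.963 without CK replicate 3 and NIMIN-2 by 1.42 without CK replicate 2. The adjusted p of NIMIN-2 at 25°C passed 0.05 only without CK replicate 2 (0.0079) or 3 (0.0437) at 22°C and in a fit of the groups compared (0.0204). The interaction of the SA list was -0.04 at 25°C (adjusted p = 0.54) and 0.28 at 28°C (adjusted p = 0.090), and so was not significant at either temperature. The latter passed 0.05 without CK replicate 3 (0.0385) or Si replicate 2 (0.0260) at 22°C, and its range over the alternatives was 0.026 to 0.363.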

High ambient temperatures greatly decreased the number of upregulated DEGs in the JA and/or ET signaling pathways but not in SA-related GO terms (Figure 4). These results suggested that the Arabidopsis JA and/or ET signaling pathways were activated and involved in the *S. indica*-induced systemic response, and were repressed by high ambient temperature.

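The level of the JA list was also compared within each treatment. The mean of its log2 values in Si was 4.68 ± 0.361 at 22°C, 3.68 ± 0.457 at 25°C, and 4.12 ± 0.458 at 28°C (SD, n = 3 each). In CK it was 3.10 ± 0.123, 3.41 ± 0.305, and 3.76 ± 0.372. Within Si, the list was lower at 25°C than at 22°C, with a median log2 fold change of -0.70 and 10 downregulated DEGs (adjusted p = 0.037 in fry). At 28°C relative to 22°C in Si, the median was -0.19 and the mean -0.56 (adjusted p = 0.40), with 8 downregulated DEGs and 1 upregulated DEG. Within CK, the list was higher at 28°C than at 22°C, with a median of 0.70 and 5 upregulated DEGs (adjusted p = 0.038), and at 25°C the median was 0.36 (adjusted p = 0.32). The rise in CK at 28°C no longer passed after median-of-ratios scaling (0.45, adjusted p = 0.26) or quantile normalization (0.44, adjusted p = 0.23), while the medians in Si at 28°C were then -0.40 (adjusted p = 0.056) and -0.38 (adjusted p = 0.065).

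**Figure D4:**
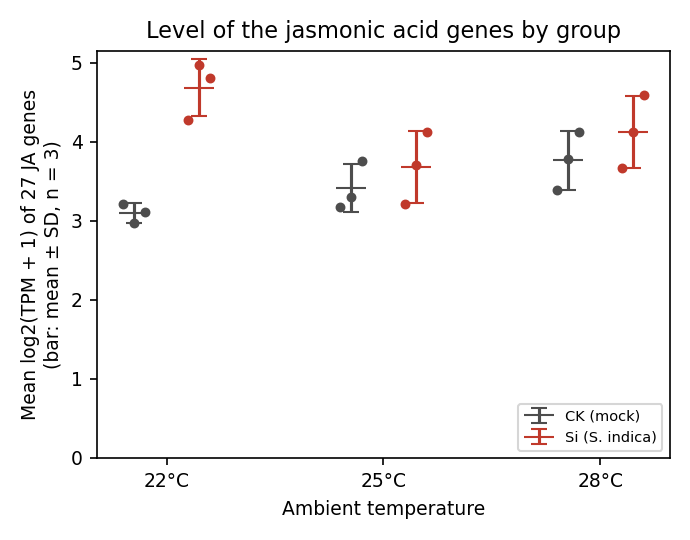
Mean log2(TPM + 1) of the JA list in CK and Si plants at 22, 25, and 28°C. Points are the 3 samples of a group, and bars show the mean and SD; Si at 22°C has the highest mean, 4.68, and CK at 22°C the lowest, 3.10.

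From the lower number of upregulated DEGs in JA and ET terms at 25 and 28°C, and from their direction, the paper proposes that JA and/or ET signaling was activated in the S. indica-induced systemic response and was repressed by high ambient temperature.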

**FIGURE 4:**
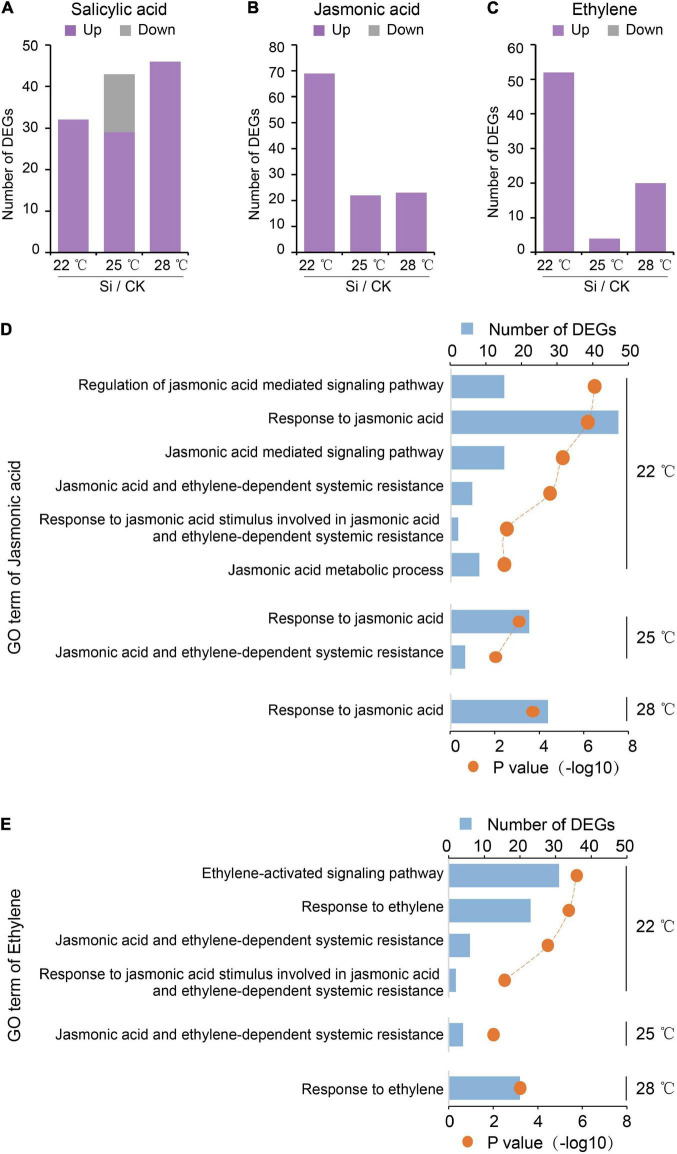
High ambient temperature repressed plant JA and ET pathways during the systemic response. High temperature affected the number of DEGs between *S. indica*-incubated (Si) and control (CK) samples. **(A)** The number of DEGs of the salicylic acid (SA) pathway in Arabidopsis aboveground parts. **(B,C)** High ambient temperatures decreased the number of DEGs in the jasmonic acid (JA) and ethylene (ET) pathways. These DEGs were all upregulated DEGs. These results suggested that Arabidopsis JA and ET pathways induced by *S. indica* colonization are downregulated by elevated temperature. **(D,E)** GO analysis to the DEGs of JA and ET pathways.

### pif4 Mutant Enhanced the Growth Promotion Efficiency of *Serendipita indica* on Arabidopsis at High Ambient Temperatures

Arabidopsis JA and/or ET signaling pathways are also regulated by PIF4 (Yamashino et al., 2013; Zhang et al., 2018; Xiang et al., 2020). More importantly, PIF4 is the central hub transcription factor that regulates the aboveground tissue response to high ambient temperature in Arabidopsis (Lee et al., 2021; Zhang et al., 2021). Therefore, we wondered whether PIF4 is involved in the systemic response of Arabidopsis aboveground tissue to *S. indica* colonization under high ambient temperatures. Previous studies have reported 4,362 PIF4-binding target genes (Oh et al., 2012), so we first compared PIF4 targets with those DEGs during *S. indica* colonization. 

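Supplementary Table 3 lists the DEGs of the paper at 28°C, split into those it counts as PIF4-binding target genes and the others. Its column of PIF4 target genes is held here only in part, so the overlap itself was not tested. Of 295 upregulated DEGs listed as PIF4 targets, 270 passed the filter on low TPM here, and 232 of these (85.9%) were called upregulated. Of 196 downregulated DEGs listed as PIF4 targets, 189 passed it and 98 (51.9%) were called downregulated. The DEGs not listed as PIF4 targets gave 1050 of 1276 upregulated genes (82.3%) and 228 of 476 downregulated genes (47.9%). All genes that passed the filter had the direction the paper lists. Its lists were drawn from these same samples, so this is no independent test of the direction. Among the genes not called, 36 and 88 of the PIF4 targets and 216 and 215 of the others had an adjusted p of at most 0.05 in limma but an absolute log2 fold change of at most 1. The median log2 fold changes of the upregulated genes were 1.34 for PIF4 targets and 1.37 for the others, and those of the downregulated genes were -1.03 and -0.98. Each list was selected on the fold change, so these medians do not show whether PIF4 targets respond differently from other genes. From the other side, 1282 of the 1593 upregulated and 326 of the 344 downregulated genes called here at 28°C are in the lists of the paper. PIF4 (AT2G43010) itself was lower in Si than in CK plants. It had 53.2 and 31.7 TPM in CK and Si at 22°C, 53.8 and 23.9 TPM at 25°C, and 61.2 and 39.7 TPM at 28°C. Its log2 fold changes of -0.74, -1.14, and -0.62 (adjusted p = 1.0e-05, 8.2e-08, and 6.0e-05 in limma) were -1.03, -1.43, and -0.85 after median-of-ratios scaling. Of the thermosensors the paper names, PHYB (AT2G18790) rose by 0.45, 0.57, and 0.36 for the TPM as deposited. The median of all genes tested was 0.26, 0.26, and 0.22 there, so the scaling may account for part of this rise. ELF3 (AT2G25930) changed by 0.06, -0.14, and -0.19, and at 22°C its sign depended on the scaling, with -0.235 after median-of-ratios scaling.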

The Venn diagram shows significant overlap between PIF4-binding target genes and DEGs at high ambient temperature (28°C) (Figure 5A and Supplementary Table 3). Then, we incubated *S. indica* with a loss-of-function *pif4* mutant (*pif4-101*) at 28°C and analyzed the fresh weight of their aboveground tissues. Interestingly, the growth promotion effect of *S. indica* on the *pif4* mutant was significantly stronger than that on WT plants at 14 dpi under 28°C (Figures 5B–D). Meanwhile, the fungal colonization rate between *pif4* mutant and WT plants have no significant difference at 14 dpi under 28°C (Supplementary Figure 1B). These data suggest that *PIF4* was involved in the response of Arabidopsis aboveground tissues to high ambient temperature during beneficial endophytic fungal colonization.

**FIGURE 5:**
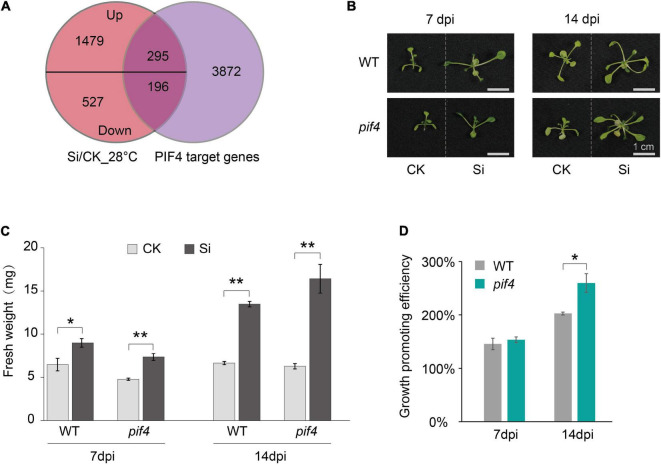
PIF4 regulated the growth promotion efficiency of *S. indica* in Arabidopsis under high ambient temperature. **(A)** Venn diagram showing that PIF4 target genes overlapped with many upregulated or downregulated DEGs during the systemic response of Arabidopsis aboveground parts to *S. indica* at high ambient temperature (28°C). **(B)** *S. indica*-incubated seedlings (Si) at 7 or 14 dpi and their control (CK) seedlings. **(C)** The fresh weight of wild-type (WT) and *pif4* plants at 7 and 14 dpi when cocultured with *S. indica* at 28°C. **(D)** The growth promotion efficiency of *S. indica* on *pif4* (*pif4-101*, a *pif4* loss-of-function mutant) plants was higher than that on WT plants at 28°C. Growth promoting efficiency was obtained by dividing the fresh weight of Si samples by that of CK samples. Error bars indicate SE (*n* ≥ 3). Significance analysis of differences were performed by *t*-test (**P < 0.01; *P < 0.05).

## Discussion

Soil fungi in nature establish beneficial symbiotic relationships with most vascular plants (Brundrett and Tedersoo, 2018; Genre et al., 2020). Beneficial endophytic fungi in roots promote the induced systemic resistance of plant aboveground parts to pathogenic microorganisms, herbivorous insects and abiotic stresses and promote the growth of plant aboveground parts (Franken, 2012; Cameron et al., 2013; Pieterse et al., 2014). Over the past decades, significant progress has been achieved in understanding the molecular mechanism of induced systemic resistance in plants, especially the systemic response induced by pathogenic microorganisms (Jung et al., 2012; Walters et al., 2013; Pieterse et al., 2014; Hilleary and Gilroy, 2018). However, the mechanisms by which it promotes plant growth are not well studied. *S. indica* colonization in roots has a significant growth promotion effect on many host plants (Qiang et al., 2012). Here, we examine the transcriptome response of aboveground parts of Arabidopsis plants to *S. indica* colonization under normal or high ambient temperatures. Compared with sterile seedlings, DEGs related to DNA replication were significantly enriched and upregulated in plants cocultured with *S. indica* (Figures 2, 3). These data are consistent with the result that higher ambient temperatures can enhance the growth-promoting effect of *S. indica* on the aboveground parts of Arabidopsis (Figure 1). 

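Light harvesting was read from a list of 21 genes that encode the chlorophyll a/b-binding proteins of photosystems I and II, all of which passed the filter on low TPM. Its median log2 fold change between Si and CK was -1.24 at 22°C, -0.74 at 25°C, and -0.72 at 28°C (adjusted p = 3.8e-08, 7.1e-07, and 1.2e-06 in fry), and 18, 19, and 20 of the 21 genes fell. Downregulated DEGs numbered 12, 7, and 4, also when adjusted over the list alone, and the last of these counts was 2 without Si replicate 1 at 28°C. The change with the scaling was largest for median-of-ratios factors, with which the medians were -1.53, -1.03, and -0.96 and the counts at 25 and 28°C 12 and 7. The upregulated exception at each temperature was LHCB4.3 (AT2G40100), named here after its values were seen, with 1.502, 1.93, and 1.93. The largest falls at 22°C were those of LHB1B1 (AT2G34430), with log2 fold changes of -2.25, -3.83, and -3.62 at 22, 25, and 28°C, LHCB3 (AT5G54270), with -2.46, -2.25, and -1.01, and CAB2 (AT1G29920), with -2.15, -0.65, and -0.48. At 28°C, LHCB3 had -0.98 without CK replicate 2, -0.93 without Si replicate 1, and -0.95 after quantile normalization. Reads of CAB2 and LHB1B1 could be split with their near-identical copies, and LHB1B2 (AT2G34420) overlaps AT2G08665 on the opposite strand, so their single values are uncertain. The mean of the log2 values of the list was 9.48 ± 0.036, 9.11 ± 0.0905, and 9.05 ± 0.0697 in CK (SD, n = 3 each) and 8.37 ± 0.135, 8.29 ± 0.0346, and 8.33 ± 0.105 in Si. The difference between Si and CK was thus smaller at higher temperature, with median interactions of 0.21 at 25°C (14 of 21 genes above 0, adjusted p = 0.032) and 0.27 at 28°C (15 of 21, adjusted p = 0.011). The former rose above 0.05 without CK replicate 2 (0.0584) or Si replicate 3 (0.0691) at 22°C, or CK replicate 3 (0.0861), Si replicate 1 (0.0666), or Si replicate 3 (0.0540) at 25°C. In CK alone, the list was lower at 28°C than at 22°C, with a median of -0.33 (adjusted p = 1.1e-04).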

By the way, photosynthesis-related GO terms were enriched in the downregulated DEGs (Supplementary Figure 2). Photosynthetic efficiency is vital for promoting plant biomass, and *S. indica* symbiosis promotes the photosynthesis of host plants (Li et al., 2021). Thus, the downregulation of photosynthesis-related genes may be feedback regulation from the increased photosynthesis efficiency of host plants.

Plant hormones (SA, JA, ET, etc.) play major roles in plant systemic responses, including defense and growth-promoting effects (Pieterse et al., 2014; Xu et al., 2018; Dai et al., 2019). *S. indica* colonization increased JA accumulation and decreased SA levels in Arabidopsis roots (Lahrmann et al., 2015). The systemic resistance response induced by *S. indica* colonization was independent of SA signaling but required an operative JA defense pathway (Stein et al., 2008). Overexpression of ETHYLENE RESPONSE FACTOR1 (ERF1), which directly activates many ET-inducible defense genes, strongly reduces *S. indica* colonization in roots and abolishes growth promotion in the aboveground part of Arabidopsis (Camehl et al., 2010). Here, we found that the number of DEGs related to the JA and ET pathways under high ambient temperatures was significantly decreased compared to that under normal temperature (Figure 4), suggesting that JA and/or ET signaling pathways were repressed under high ambient temperature. Activation of JA and ET signals in leaves inhibited plant growth by inhibiting cell division (Huang et al., 2017; Dubois et al., 2018). Thus, the repression of JA and/or ET signaling pathways (Figure 4) and the upregulation of DNA replication related genes (Figure 2) should all contribute to the higher growth promotion effects under high ambient temperature. Furtherly, the growth promotion and defense inhibition are antagonistically linked in plants (Huot et al., 2014; Guo et al., 2018). High ambient temperature promotes growth, whereas it suppresses defense responses in plants (Alcazar and Parker, 2011). Thus, the increased growth promotion efficiency under high ambient temperatures (Figures 1, 4) may be associated with inhibition of JA and/or ET-related defense responses. The role of JA and ET pathways in plant growth-defense trade-offs deserves attention in the future study of plant systemic responses under high ambient temperatures. Meanwhile, carbon availability has been suggested to modulate the plant growth-defense trade-offs, in which the activation of JA signaling pathway depletes sucrose and starch content (Smith and Stitt, 2007; Machado et al., 2017; Guo et al., 2018). The inhibition of JA signaling pathway by high ambient temperature may inhibit carbon consumption for defense response, thus allow more carbon metabolites to be used for plant growth.

The Arabidopsis PIF4 transcription factor plays a central role in the response to high ambient temperature (Koini et al., 2009; Zhang et al., 2021). PIF4 is also involved in the regulation of the JA and/or ET signaling pathways (Yamashino et al., 2013; Zhang et al., 2018; Xiang et al., 2020). Loss-of-function mutations of pif4 inhibit Arabidopsis petiole elongation and other phenotypes during thermosensory growth (Koini et al., 2009; Zhang et al., 2021). However, it should be noted that seedlings overexpressing PIF4 grew very thin and had significantly lower biomass than WT plants, especially at high ambient temperature (Kumar et al., 2012). Here, we found that the *pif4* mutant promoted the increase in aboveground biomass induced by *S. indica* colonization under high ambient temperature (Figure 5). DEGs that regulate the systemic response to *S. indica* colonization and the target gene of PIF4 exhibited considerable overlap (Figure 5). In short, PIF4 is involved in the Arabidopsis systemic response and regulates the growth promotion effect of *S. indica* on aboveground parts of plants under high ambient temperature. The detailed mechanism of PIF4 regulating the growth promotion effect of *S. indica* on plants needs to be further studied, which may be through JA and/or ET signaling pathway.

A recent transcriptome study showed that only a small portion of systemic response DEGs overlapped with local response DEGs during abiotic stress in plants (Zandalinas et al., 2020). COG analysis to transcriptome data showed that most DEGs (2,978 upregulated DEGs and 1,305 downregulated DEGs) under different temperatures belonged to Function unknown (S) classification (Figure 3). Future studies on these DEGs with unknown functions will reveal the detailed molecular mechanisms by which beneficial endophytic symbiosis regulates the systemic response of aboveground tissues under high and/or normal ambient temperature conditions.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) under accession number GSE197325.

## Author Contributions

JJH and XJC designed the experiments, analyzed the data, and wrote the manuscript. XJC, YQY, XMZ, and XX performed the experiments. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

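The samples were the aboveground parts of Col-0 seedlings at 7 dpi, 3 Si and 3 CK samples at each of 22, 25, and 28°C, named by treatment, temperature, and replicate number in the deposited table, and each of its 18 columns of values was matched to 1 sample. The authors made the deposited TPM values from clean reads mapped to TAIR10 and quantified with RSEM, according to the paper; the protocol given with the samples names HISAT2 and StringTie for mapping and assembly. The paper tested differential expression with DESeq2 on counts that are not in the table. Because TPM keeps no depth, the number of reads per sample and the counting error of each value are unknown. Exact zeros are reported as listed at 0. Of the 33039 genes, 32548 have exons in the TAIR10.1 annotation, from which gene names, lengths, and coordinates were taken, and for 32374 of these the length in the table equals that of an annotated transcript exactly. For 472 rows of the sheet for 22°C in Supplementary Table 1, the part held here, all 2832 TPM values equal the deposited ones within 0.011.

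From the deposited TPM, log2(TPM + 1) was computed for the 20044 genes with at least 1 TPM in at least 3 samples. With R 4.3.3 and limma 3.58.1, 6 group means were fitted to all 18 samples, with the variance trend of limma and 12 residual degrees of freedom, and 9 comparisons were drawn from this fit: Si against CK at 22, 25, and 28°C, the interaction of 25 and of 28°C with treatment relative to 22°C, and 25 or 28°C against 22°C within CK and within Si. All tests were two-sided, and p was adjusted over genes by the Benjamini-Hochberg method. A call needs an adjusted p of at most 0.05 and an absolute log2 fold change above 1; interactions are called on the adjusted p alone. Both interactions share the samples at 22°C and are therefore not independent of each other.

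Before the data were examined, the comparisons, the alternatives, the gene lists, and the rule for naming genes were fixed; explanations tested only after the results were seen, and the ratios relative to UBQ5, are marked in the closing section. The 9 lists were written from gene names, since neither GO nor COG annotation is at hand: the pre-replicative complex, the replication fork, light harvesting, JA, genes that JA and ET induce together, ET, SA, thermomorphogenesis, and root markers. Each list was tested with fry of limma in the 9 comparisons, and p was adjusted over these 81 list tests. Genes named in the text are those the paper names, per temperature the 3 largest rises and 3 largest falls among calls whose 3 Si values lie on one side of the 3 CK values, per interaction the 2 largest in each direction, and per list up to 3 called genes with the largest change. Of these, genes listed at 0 in a group get no fold. Genes named outside this rule are marked where they appear. Lists for touch and wounding, the morning and the evening clock, and sugar-repressed genes were added after the results were seen and adjusted as a family of their own.

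The alternatives were a pseudocount of 0.1 or 0.5, no filter, a filter at 5 TPM, a fit of only the groups compared, median-of-ratios scaling, quantile normalization, the replicate number as a block, no threshold on the fold change, camera in place of fry, and each sample left out in turn. When 1 sample of a group was left out, the other groups still set the variance. The PCA was also run with other inputs. Tests on simulated data, made from the real gene means with 200 changed genes, called 96.5% of these between Si and CK at 22°C, with 3 false calls over 20044 genes. For the interaction at 28°C the simulation gave 93.5% and 6 false calls. In the comparison at 22°C, a shifted list had an adjusted p of 4.0e-15 and an unshifted list 0.935. The simulated changes all lay above the threshold on the fold change, and the noise was independent between genes. The simulated lists were random genes, and far fewer genes changed than in the real data. These values therefore check the code and do not give the power or the false calls of the real tests. Python 3.11.15, data.table 1.17.8, and matplotlib 3.10.9 were used for tables and figures.

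The GO and COG numbers, the overlap with the full set of PIF4 target genes, the RT-qPCR values, the fresh weights, and the colonization rates were not analysed here, because their data are not in the table; RT-qPCR bars read by eye are compared in the closing section. No counting model was run, and no sequencing batch or date is given for the samples.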

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

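The tests of scaling for the JA list, of the level in CK, and of touch and wounding were chosen after the results were seen. So were those of the time of day and of the genes ordered by sample number, and the others were not.

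The effect of S. indica differed between temperatures for many genes. The interaction with 25°C relative to 22°C had an adjusted p of at most 0.05 in limma for 1950 genes, 876 above and 1074 below 0, and that with 28°C for 3441 genes, 1387 above and 2054 below 0. Temperature labels were reassigned within Si and within CK in 100 drawn splits, the real one included. At 25°C, 3 of the 100 splits gave as many genes, a share below 0.05. Those other than the real one kept all 6 Si labels and reversed most CK labels, so they still hold the effect of temperature. Such splits test for no effect of temperature at all, and the share does not test the interaction alone. Splits at 25°C in which each treatment kept 2 or 4 labels gave at most 4 genes, against 1950. At 28°C, 9 of the 100 splits gave as many genes as the real one, the largest with 12385 genes, so this share by itself does not exclude chance. The other splits among these keep all or most labels of one treatment and reverse all or most of the other, so that they still hold the effect of temperature and do not stand for chance alone. Splits at 28°C in which each treatment kept 2 or 4 of its 6 labels gave at most 3 genes, against 3441. These values argue against chance at 28°C. The count at 25°C was 1222 in a fit of only the groups compared, and it was 1248 without CK replicate 2 at 22°C, 1267 without CK replicate 2 at 25°C, and 1212 without Si replicate 1 at 25°C. Among the largest interactions of genes not listed at 0, LURP1 (AT2G14560) had 3.66 at 25°C (adjusted p = 0.035 in limma). This p rose above 0.05 without CK replicate 2 (0.0751), Si replicate 1 (0.0610), 2 (0.0505), or 3 (0.0638) at 22°C, and without CK replicate 1 (0.0701) or 2 (0.0734) or Si replicate 2 (0.0771) or 3 (0.0610) at 25°C. At 28°C, the interaction of LURP1 was 4.58 (adjusted p = 0.0071). JAZ7 had -5.31 at 25°C (adjusted p = 0.026), which rose above 0.05 without CK replicate 1 (0.0546) or Si replicate 2 (0.0512) or 3 (0.0573) at 22°C, and without CK replicate 2 (0.0503) or 3 (0.0591) or Si replicate 1 (0.0648) at 25°C. It had -4.63 at 28°C (adjusted p = 0.030), which rose above 0.05 without CK replicate 1 (0.0611) or 2 (0.0545) or Si replicate 2 (0.0549) or 3 (0.0641) at 22°C, and without CK replicate 2 (0.0613) or 3 (0.0729) or Si replicate 1 (0.0760) at 28°C. The largest interactions by the rule also include AT2G04955, AT1G07901, AT5G14560, AT4G06255, and AT1G06463, which are listed at 0 in at least 1 group, and AT2G08665, which shares its place with LHB1B2. A different effect of S. indica at each temperature is the biological explanation the design gives, and depth and batches, which the table does not give, stay open beside it.

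In the list of the pre-replicative complex, the interaction at 25°C was 0.440, with all 19 genes above 0. It was 0.449 after median-of-ratios scaling and 0.424 after quantile normalization, and its adjusted p ran from 1.6e-05 to 0.0022 over all alternatives, each sample left out included, which argues against the scaling or a single sample as the whole cause. At 28°C no such difference was found (0.12, adjusted p = 0.34 in fry). GC content, gene length, and depth were not tested for this list.

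The fall of the light harvesting list was smaller at 25 and 28°C than at 22°C, by 0.209 and 0.273. After scaling, the medians were 0.215 and 0.327 for median-of-ratios factors and 0.165 and 0.395 for quantile normalization, with adjusted p of 0.0496, 0.0106, 0.0459, and 0.0093. Over all alternatives the adjusted p ran from 0.0026 to 0.0861 at 25°C and from 9.5e-04 to 0.0362 at 28°C, so the former rests on a narrow margin. It rose above 0.05 without CK replicate 2 (0.0584) or Si replicate 3 (0.0691) at 22°C and without CK replicate 3 (0.0861) or Si replicate 1 (0.0666) or 3 (0.0540) at 25°C. Reads shared between near-identical copies of this family were not tested and stay open for single genes. In CK the list fell with temperature. Whether the Si level was steady from 22 to 28°C depended on the scaling: the median was 0.0085 for the TPM as deposited (adjusted p = 0.13 in fry, with the test downward), -0.20 after median-of-ratios scaling (adjusted p = 0.0039), and 0.098 after quantile normalization (adjusted p = 0.68).

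The effect of S. indica on the JA list was smaller at 25°C than at 22°C, by a median of -0.947, and at 28°C, by -1.18. At 28°C, several explanations were tested. The larger adjusted p under both scalings was 0.0405, under quantile normalization, against 0.0382 for median-of-ratios factors. With the trend of each sample over GC content and gene length removed, for the 19761 genes with a GC content, it was 0.0290. The first of these lies only just under 0.05. All corrections left the interaction past the threshold, which argues against the scaling and these trends as the whole cause. With the replicate number as a block, the adjusted p was 0.0027, and the mean of the list follows the sample number at 25 and 28°C. The range over the alternatives was 0.0021 to 0.0979. The upper end is the adjusted p without Si replicate 1 at 28°C, and by the test set for a single deviating sample the result therefore depends on single samples. It rose above 0.05 in 10 of 18 removals: CK replicate 2 (0.0846) or 3 (0.0642) or Si replicate 2 (0.0836) or 3 (0.0767) at 22°C, CK replicate 2 (0.0516) or Si replicate 2 (0.0524) at 25°C, and CK replicate 2 (0.0741) or 3 (0.0942) or Si replicate 1 or 2 (0.0675) at 28°C. Because the median stayed between -1.49 and -0.885 in every removal, no sample by itself carries the median, and the samples at 25°C named here are not part of the comparison and act only through the variance and the adjustment. These medians argue against a single deviating sample as the whole cause of the lower effect at 28°C. For the adjusted p, which was above 0.05 in so many removals, deviating samples and a loss of precision with fewer samples cannot be told apart. At 25°C, 6 removals had an adjusted p above 0.05, the highest 0.0805 without Si replicate 2 at 22°C; the others were CK replicate 2 (0.0721) or 3 (0.0550) or Si replicate 3 (0.0644) at 22°C and CK replicate 3 (0.0733) or Si replicate 1 (0.0745) at 25°C. A higher level in CK at 28°C may be part of the smaller response, since CK rose by 0.70, while Si changed by -0.192 (adjusted p = 0.40 in fry). In Si, 8 genes of the list were downregulated DEGs and 1 was upregulated, so part of the list fell in Si, while for the list as a whole the test leaves open whether Si moved as well. The side that moved depended on the scaling. CK rose by 0.45 and 0.44 (adjusted p = 0.26 and 0.23) and Si changed by -0.40 and -0.38 (adjusted p = 0.056 and 0.065) after median-of-ratios scaling and quantile normalization.

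The high JA list in Si at 22°C also has a technical candidate. Of 11 genes that touch or wounding induces, chosen as a list after the results were seen, 8 passed the filter on low TPM, and their median log2 fold change at 22°C was 1.64, with 7 upregulated DEGs (adjusted p = 7.8e-04 in fry). At 25 and 28°C it was -0.25 and 0.69 (adjusted p = 0.20 and 0.75), and the interactions were -2.02 and -1.09 (adjusted p = 0.0012 and 0.014). Touch, wounding, or handling of the Si seedlings at 22°C is therefore a candidate explanation for the JA result, and so is induction of the same genes by JA or by S. indica, which this test does not separate. The time of harvest stays open too. The median of 4 evening clock genes was -0.293 at 22°C, -0.46 at 25°C, and -0.26 at 28°C (adjusted p = 0.0098, 0.0047, and 0.0215), with 3 of 4 falling at each, so that it was not largest at 22°C. That of 2 morning clock genes of 4 listed was -0.27, 0.15, and 0.51 (adjusted p = 0.030, 0.070, and 7.4e-05), with interactions of 0.43 and 0.78 (adjusted p = 0.0053 and 7.4e-05). A difference in the time of harvest may be part of this, but these are too few genes to decide. A difference that goes with the sample number was tested on genes found, after the data were seen, in the same order of sample numbers in all 6 groups, the JA list left out. Their median was 0.209 at 22°C (38 genes, 25 of them rising, adjusted p = 0.34), which neither gives nor excludes it as a cause of the higher JA list in Si at 22°C. The interactions of the same genes went in the direction of those of the JA list, with -1.44 at 25°C (adjusted p = 0.012, 0 of 38 rising) and -0.90 at 28°C (adjusted p = 0.087). The mean of the JA list itself rose from sample 1 over sample 2 to sample 3 in both treatments at 25 and 28°C, and in neither at 22°C did it follow this order. Each group holds every number once, so an effect of the number that is alike in all groups cancels in the group means and cannot give these interactions. Whether the factor behind these genes differed between groups stays open.

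In the ET list, the effect of S. indica was smaller at 25°C than at 22°C by -0.265, with 20 of 24 genes lower. The adjusted p was 0.024 and ran from 0.0034 to 0.0641 over the alternatives, with 0.0127 after median-of-ratios scaling and 0.0319 after quantile normalization. It was 0.0520 in a fit of only the groups compared, 0.0574 without CK replicate 2 and 0.0641 without Si replicate 1 at 22°C, and 0.0518 without CK replicate 3 at 25°C. No further explanation was tested for it, and it rests on a narrow margin.

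UBQ5 (AT3G62250), the internal control of the RT-qPCR, was higher in Si than in CK plants at each temperature, with log2 fold changes of 0.68, 1.16, and 0.73 (adjusted p = 7.2e-07, 2.2e-09, and 3.8e-07 in limma). The paper does not report on its TPM. After median-of-ratios scaling, the values were 0.38, 0.865, and 0.49, each still with an adjusted p below 0.05 and the second no longer above 1, and after quantile normalization they were 0.67, 1.095, and 0.68, so the scaling between samples changes the size of this difference and does not account for all of it. The interaction at 25°C was 0.48 (adjusted p = 0.0063). PIF4 was lower in Si plants, by -1.14 at 25°C, and scaling widened this to -1.43, which argues against the scaling as its cause. Contamination of the seedlings by other material was not tested for either gene.

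Temperature alone, which the paper did not analyse in these samples, changed 980 genes between 28 and 22°C in CK (850 up and 130 down) and 1331 in Si (1056 up and 275 down). After median-of-ratios scaling, 516 genes were up and 239 down in CK, and 646 up and 399 down in Si. Between 25 and 22°C, 114 genes changed in CK (85 up and 29 down) and 433 in Si (169 up and 264 down); after that scaling they were 74 up and 39 down, and 126 up and 309 down. The count of 114 was 64 without CK replicate 2 at 22°C. For each of these 4 comparisons, and for Si against CK at each temperature, 1 of the 10 splits of the 6 samples into 3 and 3 gave as many genes, the real one. With 10 splits this share cannot fall below 0.1 whatever the data, so that this share by itself cannot exclude chance. The other splits gave at most 7 genes, against 114 to 2431 in the real ones, which argues against chance as the source of the real counts. Temperature is the biological difference in the design, and position in the growth chamber or a batch per temperature, about which nothing is given, would fall together with it.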

How the results depend on the processing

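Only the ratios relative to UBQ5 were added after the data were seen, and all other alternatives were set in advance. Where a value moved, the cause was not tested, apart from those stated.

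With each sample left out in turn, 1052 of 1098 values for the comparisons kept their direction and their side of the threshold, or stayed within 1.5 times for counts, while 24 were weaker, 3 stronger, 8 reversed, and 11 moved. For single genes and smaller lists, these were 2576 of 2682, with 68, 12, 15, and 11. Under the other settings, the values for the comparisons that kept theirs were 55 of 67 for a pseudocount of 0.1, 59 of 61 for 0.5, 64 of 67 without a filter, 60 of 63 with a filter at 5 TPM, 58 of 61 for a fit of only the groups compared, 44 of 61 for median-of-ratios scaling, 42 of 63 for quantile normalization, 9 of 33 without the threshold on the fold change, and 24 of 30 for camera. The separate fit of the 6 samples at 28°C changed none of its 4 counts by more than 1.5 times. A value is missing only where a setting does not apply to it.

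With a pseudocount of 0.1, which raises the fold change of genes with low TPM by construction, upregulated DEGs numbered 2612 at 22°C and 2925 at 25°C, genes called at all 3 temperatures 1397, and temperature DEGs 286 (25°C) and 1854 (28°C) in CK and 650 (25°C) in Si. In the list of the pre-replicative complex, 15 and 16 genes were upregulated at 22 and 28°C, and its interaction at 28°C was -0.125. The interactions at 28°C of MCM2 and ORC2 became -0.030 and -0.125, and 2 ET genes were upregulated at 25°C. With 0.5, 177 temperature DEGs were found in CK at 25°C, and 2 ET genes were upregulated at 25°C.

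Without a threshold on the fold change, more genes are called by construction. Up- and downregulated DEGs numbered 9507 and 2138 at 22°C, 9580 and 2698 at 25°C, and 8721 and 2384 at 28°C, with 7359 at all 3. Temperature DEGs numbered 2233 and 9831 in CK and 4748 and 9920 in Si at 25 and 28°C. Of the list genes, 15 and 17 of the pre-replicative complex were upregulated at 22 and 28°C, 17 and 18 of light harvesting downregulated at 25 and 28°C, and 8 and 8 of JA upregulated at 25 and 28°C. For ET, 12, 4, and 9 were upregulated at 22, 25, and 28°C, and for SA 14 and 11 at 22 and 25°C. Of the downregulated genes the paper lists at 28°C, 443 of those not PIF4 targets and 186 of the PIF4 targets were then called.

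The scaling moved more values for the comparisons than the pseudocounts, the filters, or the replicate number did. Median-of-ratios scaling gave 988 up- and 501 downregulated DEGs at 22°C, 1150 and 832 at 25°C, and 1046 and 526 at 28°C. In the pre-replicative complex, 5 and 4 genes were then upregulated at 22 and 28°C, in light harvesting 12 and 7 were downregulated at 25 and 28°C, in JA 1 and 2 were upregulated at 25 and 28°C, and in ET 0 at 25°C. The median of JA at 25°C became -0.004, and those of ET were 0.199 at 22°C, -0.232 at 25°C, and 0.051 at 28°C. In fry, the first and last of these ET values no longer passed, and that at 25°C passed in the downward direction (adjusted p = 0.0201, range over the alternatives 0.0201 to 0.818). ELF3 had -0.235 at 22°C and ERF2 -0.094 at 25°C. Quantile normalization gave 785 and 475, 954 and 821, and 905 and 591 DEGs, and 637 temperature DEGs in CK at 28°C. The list counts became 1, 7, and 2 for the pre-replicative complex, 2 for light harvesting at 28°C, 2 for JA at 28°C, 2 for ET at 25°C, and 3 and 8 for SA at 22 and 28°C. The medians of ET were 0.224 at 22°C (adjusted p = 0.0503 in fry) and -0.229 at 25°C, the interactions of SA 0.003 at 25°C and 0.354 at 28°C, where it passed its threshold, and the root markers had -0.194 at 22°C. ELF3 had -0.078 at 22°C and CYP94C1 -0.065 at 28°C.

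Without a filter, the interactions of SA were 0.030 at 25°C and 0.279 at 28°C, the latter past its threshold, that of thermomorphogenesis at 28°C was 0.120, and the root markers had 0.000 at 25°C and interactions of -0.014 and -0.037. With the filter at 5 TPM, 7 genes of the pre-replicative complex at 25°C and 8 of SA at 28°C were upregulated, with fewer genes tested, and the interaction of thermomorphogenesis at 28°C was 0.120. A fit of only the groups compared, with fewer samples for the variance, gave 1222 genes for the interaction at 25°C, 73 temperature DEGs in CK at 25°C, and an ET interaction at 25°C of -0.265 that no longer passed. Under camera with its preset correlation, the lists of JA and ET together at 25°C (1.707), ET at 22°C (0.453) and 28°C (0.293), and SA at 22°C (0.596) and 25°C (0.531) no longer passed, although they do under fry, and the SA interaction at 28°C (0.279) did, although it does not under fry.

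The replicate number as a block was also fitted. Samples that share a number are not stated to share anything else. In 45 pairs of same-numbered samples of different groups, deviations from the group means had a mean correlation of 0.048 (-0.067 to 0.182), against -0.024 for samples with different numbers, and 8 of the pairs were over 0.1. The numbers were therefore not treated as pairing the samples. A few genes follow their order, however, and so do the means of the JA and ET lists in both treatments at 25 and 28°C. With the replicate block, the JA list at 28°C, 0.336, passed its threshold (adjusted p = 0.0287, range over the alternatives 0.0287 to 0.953), the interaction of this list at 28°C had an adjusted p of 0.0027 (range 0.0021 to 0.0979), 2 ET genes were upregulated at 25°C, and the other 59 of 61 values for the comparisons stayed as they were.

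The share of the first principal component was 40.9% with a pseudocount of 0.1, 49.3% without a filter, 55.9% with the filter at 5 TPM, 44.8% after quantile normalization, 48.4% for genes of unit variance, and 43.5% for only the most variable genes. That of the second was 10.8, 13.2, 14.9, and 9.46% for the pseudocount, quantile normalization, unit variance, and the most variable genes.

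For a part of the results where a call changed, the lowest and highest values with single samples left out follow. Among those not listed, the interactions at 25°C of thermomorphogenesis and root markers changed in 9 and 7 removals. Their adjusted p in fry ran from 0.0113 to 0.122 and from 0.0019 to 0.0905. Calls of ACS6 at 25 and 28°C and of the interactions of MYC2 and HCHIB at 25°C changed too. The interaction at 25°C had 1212 to 2307 genes (1248 without CK_22C replicate 2, 1267 without CK_25C replicate 2, 1212 without Si_25C replicate 1), and CK had 64 to 151 temperature DEGs at 25°C (64 without CK_22C replicate 2). The interactions were -0.002 to 0.159 for the pre-replicative complex at 28°C (Si_28C replicate 2), 0.130 to 0.269 for light harvesting at 25°C, -1.31 to -0.789 and -1.49 to -0.885 for JA at 25 and 28°C, -0.784 to 0.045 for JA and ET together at 28°C (CK_28C replicate 3), -0.319 to -0.141 and -0.118 to 0.050 for ET (the latter CK_22C replicate 2), -0.090 to 0.057 and 0.174 to 0.543 for SA, and -0.016 to 0.160 for the root markers at 28°C (CK_22C replicate 1). For SA at 25°C, the sign changed without CK_22C replicate 3 (0.019), Si_22C replicate 2 (0.057), or Si_25C replicate 1 (0.032), and at 28°C it passed its threshold without CK_22C replicate 3 (0.395) or Si_22C replicate 2 (0.543). Medians were 0.058 to 0.446 for JA at 25°C, which passed its threshold without Si_25C replicate 1, and -0.106 to 0.115 for ET at 25°C (below 0 without CK_25C replicate 1 or Si_25C replicate 3). Counts of DEGs were 2 to 5 for light harvesting at 28°C (Si_28C replicate 1), 1 to 2 and 1 to 3 for ET at 25 and 28°C, and 3 to 6 for SA at 22°C. Of single genes, the sign changed for the interaction of MCM2 at 28°C (-0.018 to 0.261), for ERF1 at 25°C (-0.574 to 0.195, the latter without CK_25C replicate 3), JAZ7 at 28°C (lowest -1.146; 0.216 and 0.553 without CK_28C replicate 3 or Si_28C replicate 1), MYC2 at 25°C (lowest -0.702; 0.424 and 0.312 without CK_25C replicate 3 or Si_25C replicate 1) and 28°C (lowest -0.421; 0.360 and 0.441 without CK_28C replicate 3 or Si_28C replicate 1), CYP94C1 at 25°C (lowest -0.312; 0.272, 0.161, and 0.118 without CK_25C replicate 3, Si_25C replicate 1, or Si_25C replicate 2), ERF2 at 25°C (highest 0.798; -0.412 and -0.257 without CK_25C replicate 1 or Si_25C replicate 3), and ERF6 at 28°C (-0.755 to 0.049, the latter without Si_28C replicate 1), none of which was called in its comparison.

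Depth limits the results in a way that TPM cannot show: with no read counts, the error of low values such as those of ORC2 is known only from 3 replicates. No table tests whether a gene listed at 0 was missed at the depth used.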

Differences from the paper's values

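The comparison with RT-qPCR and its alternative relative to UBQ5 were chosen after the values were seen, and the other comparisons were not.

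The number of downregulated DEGs was lower here than in the paper. It was 268 at 22°C, 540 at 25°C, and 344 at 28°C, against the paper's 624, 1038, and 723. Of the alternatives set before the data were examined, median-of-ratios scaling (501, 832, and 526) and quantile normalization (475, 821, and 591) came within 1.5 times the paper's values at all 3 temperatures. The counts stayed further away with a pseudocount of 0.1 (375, 651, and 453) or 0.5, with no filter or a filter at 5 TPM, in a fit of only the groups compared, with the replicate number as a block, and with each sample left out, and they went above the paper's without a threshold on the fold change (2138, 2698, and 2384).

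The downregulated share of the DEGs was 14.3, 22.2, and 17.8% here, against the paper's 28, 34.2, and 29%. It came within 1.5 times the paper's under median-of-ratios scaling (33.7, 41.98, and 33.5%) and quantile normalization (37.7, 46.3, and 39.5%). At 25 and 28°C it also did so with a filter at 5 TPM (23.6 and 20.5%), at 25°C without Si replicate 3 (23.1%), and at 28°C without CK replicate 1 (20.0%), without Si replicate 3 (20.5%), or without a threshold on the fold change (21.5%). The other alternatives did not. The paper's counts of upregulated DEGs and of DEGs common to all temperatures are within 1.5 times those of the TPM as deposited. Neither scaling kept this for the upregulated counts, which fell to 988, 1150, and 1046 with median-of-ratios factors. Quantile normalization gave 785, 954, and 905, so that both scalings moved the difference to the other direction.

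The RT-qPCR bars of Fig. 2E were read by eye and compared with ratios of mean TPM. The paper gives n = 4 for the RT-qPCR, so this sets 2 assays side by side. For Si relative to CK at 22°C, the ratio of TPM was 3.22 for MCM2, 2.41 for MCM4, and 4.16 for ORC2, against the paper's about 1.6, about 1.4, and about 2.3 in Fig. 2E. At 28°C, it was 3.13, 2.57, and 3.40, against the paper's about 1.4, about 1.6, and about 1.5 in Fig. 2E. Median-of-ratios scaling, set before the data were examined, came within 1.5 times for MCM4 and ORC2 at 22°C (1.96 and 3.36) and MCM4 at 28°C (2.17), and not for MCM2 at 22°C (2.63), MCM2 at 28°C (2.65), or ORC2 at 28°C (2.87). Leaving out CK replicate 3 at 22°C did so for ORC2 at 22°C (3.44), and no other removal did for any of the 6 ratios. Dividing by the TPM of UBQ5, chosen after the values were seen, brought all 6 within 1.5 times (2.00, 1.501, and 2.63 at 22°C and 1.89, 1.55, and 2.04 at 28°C). For CK at 28°C relative to CK at 22°C, the ratio of TPM was 1.80, 1.46, and 2.25, against the paper's about 10, about 7, and about 11 in Fig. 2E, read by eye, and no alternative came near these, with 1.72, 1.39, and 2.18 relative to UBQ5.

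Of the log2 fold changes at 22°C in the part of Supplementary Table 1 held here, 3 differed from those of the named genes. CYP94C1 had 2.92 here and 3.63 in the paper's table, and a pseudocount of 0.1 (3.75) or 0.5 (3.31) or leaving out Si replicate 1 at 22°C (3.25) brought it within the error, unlike the other alternatives. PDF1.2c had 3.93 here and 5.23 in the paper's table, and only a pseudocount of 0.1 (5.39) brought it within. EDS5 had 1.76 here and 2.23 in the paper's table, and no alternative run for it came within the error, the nearest being 2.47 and 2.08 with pseudocounts of 0.1 and 0.5.

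The paper states that the DEGs of the JA and ET pathways went in 1 direction, upward. In the lists used here, which are not the GO terms of Fig. 4, 18, 3, and 4 JA genes were upregulated at 22, 25, and 28°C against 0, 1, and 1 downregulated, and 6, 1, and 3 ET genes against 0, 1, and 0, so that the tally goes with the paper's direction except for VSP2 (-1.35) at 28°C, JAZ3 (-1.07) at 25°C, and ACS7 (-1.05) at 25°C, where it is even for ET.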

Other observations

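The tests in this part were chosen only after the results were seen, apart from the tests of the lists for thermomorphogenesis and root markers.

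The median log2 fold change of all genes lies above 0 at each temperature. One hypothesis was that the most abundant genes take a smaller share of the TPM in Si and so lift all others. With the 200 most abundant genes of CK left out and the rest rescaled to the same sum, 19844 genes gave medians of 0.129 at 22°C, 0.120 at 25°C, and 0.0673 at 28°C. The SDs of the medians between same-numbered Si and CK samples were 0.0382, 0.0241, and 0.0043. The 200 genes account for part of the shift, and the rest lay above these SDs. Because the numbers do not pair the samples, these SDs are only a rough measure of the spread. Of the 200 genes, 12 are in the light harvesting list and 0 are on the chloroplast or mitochondrial genome. Calls were then 1414 up and 398 down, 1663 and 692, and 1340 and 470. A larger number of expressed genes in Si and a difference in depth were not separated.

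ASN1 and other genes that sugar represses fell in Si. In a list of 14 such genes, written after ASN1 was seen, the median was -1.28 at 22°C, -2.22 at 25°C, and -1.62 at 28°C, with 8, 14, and 11 downregulated DEGs (adjusted p = 1.1e-05, 4.0e-08, and 5.7e-07 in fry). The interaction was -1.32 at 25°C (adjusted p = 7.8e-04) and -0.68 at 28°C (adjusted p = 0.070). At 25°C the median was -2.23 after quantile normalization, which argues against the scaling between samples as the cause. The 5 members that were not among the falls seen first had -0.14, -1.37, and -0.91, with 3, 5, and 5 of them falling. Less sugar starvation in Si plants may lie behind this and is a hypothesis only, since light, nitrogen, or the time of harvest may move these genes too and none of them was measured.

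The order of the sample numbers carried a signal in a few genes. Of 20044 genes, 40 were lowest in sample 1 and highest in sample 3 of all 6 groups, 11 had the opposite order, and 1 had another order, where chance gives 0.43 genes per order. In 0 of 1000 renumberings within the groups did as many genes share an order, and the most was 8. Chance order of the numbers thus does not account for it, and samples with 1 number may share a step of handling, for which the labels give nothing. Without the 2 of the 40 genes that are in the JA list, the 38 others had medians between Si and CK of 0.21, -0.97, and -0.57 (adjusted p = 0.34, 0.012, and 0.13 in fry).

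Some genes are listed at 0 in all samples of 1 group and at 5 TPM or more in all samples of another. Of 23 such genes, 12 (52.2%) are shorter than 200 bases, against 165 of the 20044 genes tested (0.823%), and their median length is 195 bases against 1610. Short length, at which the assignment of reads or the library preparation may fail, is a candidate explanation, and no biological explanation was tested.

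AT2G08665, a noncoding RNA gene on the plus strand of TAIR10.1 chromosome 2 from 14522522 to 14523568, covers LHB1B2 on the minus strand from 14522524 to 14523568. In the CK samples at 22°C, it had 1221, 8883, and 1078 TPM, and LHB1B2 had 7422, 802.3, and 7922 TPM. Their coefficients of variation were 120 and 73.8%, and that of their sum was 5.82%, with sums of 8642, 9685, and 9000 TPM. Reads shared between the overlapping genes are therefore a candidate explanation for the CK samples at 22°C. In the Si samples at 22°C, the sum varied no less than LHB1B2 alone (19.6 and 18.4%), so that the sum does not settle it there. The sum had means of 9109, 6754, and 5073 TPM in CK and 2297, 1990, and 2255 TPM in Si, while LHB1B2 alone had log2 fold changes of -1.16 (adjusted p = 0.0985 in limma), -1.54, and -1.17.

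The ratios of Si to CK for MCM2, MCM4, and ORC2 were larger in TPM than in the RT-qPCR of the paper, which uses UBQ5 as internal control. UBQ5 had ratios of mean TPM between Si and CK of 1.602 at 22°C and 1.66 at 28°C. Relative to UBQ5, 6 of 6 ratios came within 1.5 times those of the RT-qPCR, against 0 as deposited and 3 after median-of-ratios scaling. Higher UBQ5 in Si is a candidate explanation, but any factor that lowers all 6 ratios alike would bring them as near, and the RT-qPCR values were read by eye, so this cannot be told apart from other causes. UBQ5 does not explain the rise in CK from 22 to 28°C, where its ratio was 1.05.

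In CK plants, the thermomorphogenesis list (6 of 7 genes past the filter) rose from 22 to 28°C by a median of 1.05, with 6 of 6 genes rising and 3 upregulated DEGs (adjusted p = 7.3e-08 in fry), and in Si by 0.61 (adjusted p = 1.9e-06). HSP70 (AT3G12580) and IAA19 (AT3G15540) rose by 1.86 and 1.23 in CK, the latter by 0.947 after quantile normalization. Between Si and CK, the medians were 0.54, 1.03, and 0.80 and the means only 0.33, 0.05, and 0.01 (adjusted p = 8.4e-05, 0.0137, and 0.0045, with ranges over the alternatives of 2.4e-05 to 0.780, 5.1e-04 to 0.791, and 2.8e-04 to 0.990). These list values change with most choices, and the tests at 25 and 28°C no longer passed without CK replicate 1 (0.0573 and 0.103) or Si replicate 1 (0.120 and 0.0562) at 28°C. At 25°C the same held without CK replicate 2 at 28°C (0.0536) or Si replicate 3 at 22°C (0.0509). XTH15 (AT4G14130) had 11.7, 52.6, and 62.1 TPM in CK and 4.03, 1.53, and 3.30 TPM in Si, and thus rose from 22 to 28°C in CK (2.24, adjusted p = 5.5e-05 in limma) and not in Si (-0.24, adjusted p = 0.56). Its interactions were -3.08 and -2.48 (adjusted p = 0.0015 and 0.0022).

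Of 12 root marker genes, 4 passed the filter. Their median rose from 22 to 28°C by 1.20 in CK and 1.24 in Si (adjusted p = 3.7e-08 and 1.9e-08 in fry), with PYK10 (AT3G09260) and CASP1 (AT2G36100) at 2.04 and 1.79 in CK and NRT2:1 (AT1G08090) at -0.47. Between Si and CK, it was 0.15, 0.53, and 0.41, and -0.194 at 22°C after quantile normalization. No source of this signal was tested.

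The median, mean, and test of a list can differ in sign near 0. This was so for SA in CK at 25°C (0.02 and -0.14) and 28°C (-0.04 and -0.06, test upward), for JA and ET together in CK at 28°C (0.12 and -0.21), for ET in Si at 25°C (-0.05 and -0.37, test upward) and 28°C (0.13 and -0.014), and for light harvesting in Si at 28°C (0.0085 and -0.047).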
